# Transcriptomic Analysis of *Steinernema* Nematodes Highlights Metabolic Costs Associated to *Xenorhabdus* Endosymbiont Association and Rearing Conditions

**DOI:** 10.3389/fphys.2022.821845

**Published:** 2022-02-25

**Authors:** Emilie Lefoulon, John G. McMullen, S. Patricia Stock

**Keywords:** transcriptome, *Steinernema*, *Xenorhabdus*, symbiosis, metabolism

## Abstract

Entomopathogenic nematodes of the genus *Steinernema* have a mutualistic relationship with bacteria of the genus *Xenorhabdus* and together they form an antagonist partnership against their insect hosts. The nematodes (third-stage infective juveniles, or IJs) protect the bacteria from the external environmental stressors and vector them from one insect host to another. *Xenorhabdus* produce secondary metabolites and antimicrobial compounds inside the insect that protect the cadaver from soil saprobes and scavengers. The bacteria also become the nematodes’ food, allowing them to grow and reproduce. Despite these benefits, it is yet unclear what the potential metabolic costs for *Steinernema* IJs are relative to the maintenance and vectoring of *Xenorhabdus*. In this study, we performed a comparative dual RNA-seq analysis of IJs of two nematode-bacteria partnerships: *Steinernema carpocapsae*-*Xenorhabdus nematophila* and *Steinernema. puntauvense*-*Xenorhbdus bovienii*. For each association, three conditions were studied: (1) IJs reared in the insect (*in vivo* colonized), (2) colonized IJs reared on liver-kidney agar (*in vitro* colonized), and (3) IJs depleted by the bacteria reared on liver-kidney agar (*in vitro* aposymbiotic). Our study revealed the downregulation of numerous genes involved in metabolism pathways, such as carbohydrate, amino acid, and lipid metabolism when IJs were reared *in vitro*, both colonized and without the symbiont. This downregulation appears to impact the longevity pathway, with the involvement of glycogen and trehalose metabolism, as well as arginine metabolism. Additionally, a differential expression of the venom protein known to be secreted by the nematodes was observed when both *Steinernema* species were depleted of their symbiotic partners. These results suggest *Steinernema* IJs may have a mechanism to adapt their virulence in absence of their symbionts.

## Introduction

Long term associations between organisms are largely widespread in nature. Among these, mutualistic symbiosis is characterized by reciprocal fitness advantages that often play a role in the function and development of both the hosts and the symbionts (Russell et al., 2014; Stoy et al., 2020). Across eukaryote host-microbe symbioses, nutrient exchange and nutritional interdependence appears pervasive (Douglas, 1998; Russell et al., 2014; Ortíz et al., 2020). Indeed, some microbial symbionts can provide essential metabolites (such as amino acids and vitamins) that the host requires but is unable to obtain without this partner (Hosokawa et al., 2010; Russell et al., 2014).

Soil-dwelling *Steinernema* third-stage infective juvenile (IJ) nematodes harbor endosymbiotic gamma-proteobacteria, *Xenorhabdus* (Poinar and Thomas 1965) Thomas and Poinar 1979, which they vector from one insect host to another. The bacteria reside in a specialized receptacle in the most anterior portion of their intestine (Bird and Akhurst, 1983; Flores-Lara et al., 2007). Once the IJs find a suitable insect host, they invade it through natural body openings (i.e., mouth, anus or spiracles) and release *Xenorhabdus* in the hemocoel, where the bacteria will proliferate (Stock, 2005). *Xenorhabdus* colonization induces septicemia and toxemia, resulting in insect mortality within 24–48 h of invasion (Boemare, 2002; Castagnola and Stock, 2014). *Xenorhabdus* has been demonstrated to produce toxins and virulence factors targeting the insect’s gut epithelium (Eleftherianos et al., 2018), as well as secondary metabolites active against the insect’s immune defenses and microbial competitors (Crawford et al., 2012; Shi and Bode, 2018). The environment inside the insect host created by *Xenorhabdus* allows *Steinernema* to develop and reproduce (Eleftherianos et al., 2018). Recent studies have also shown that Steinernema IJs also release venom proteins that are lethal to several insects including *Drosophila melanogaster* (Lu et al., 2017). Many of the venom proteins have conserved orthologs in vertebrate-parasitic nematodes suggesting the conserved function of these proteins in nematode parasitism (Lu et al., 2017). In addition, the nematodes feed on *Xenorhabdus* and degraded insect tissue until no resources are left. Then, the IJs re-associate with *Xenorhabdus* and abandon the insect cadaver in search of new hosts (Boemare, 2002). Several studies have shown that *Xenorhabdus* plays a key role in the nematode’s fitness (Sicard et al., 2003; Murfin et al., 2015; McMullen et al., 2017; Eleftherianos et al., 2018; Stock, 2019). Furthermore, the *Steinernema-Xenorhabdus* model has been used to study physiological and developmental aspects of beneficial symbiotic associations (Stock, 2005; Stock and Blair, 2008).

The level of dependence of this symbiotic partnership is variable among *Steinernema* species, although it is always mutualistic (Sicard et al., 2003). *Xenorhabdus* need the nematodes for their transmission and survival as they cannot survive more than few days in the soil (Morgan et al., 1997). Nevertheless, it has been demonstrated that some *Steinernema* species such as *Steinernema riobrave* Cabanillas, Poinar and Raulston, 1994 need the symbiont to reproduce while some other species are able to successfully produce progeny after depletion of *Xenorhabdus* (for example, *S. carpocapsae* and *Steinernema scapterisci* Nguyen and Smart, 1990; Sicard et al., 2003). The level of specialization of *Steinernema* nematodes with their native and non-native *Xenorhabdus* symbionts have also been investigated (Sicard et al., 2004, 2005;Murfin et al., 2015; McMullen et al., 2017). Results from these studies revealed that nematode fitness declines with the increase of the phylogenetic distance between the native and tested non-cognate bacteria suggesting that specificity of the association may impact the virulence and the longevity of the nematodes (Murfin et al., 2015; McMullen et al., 2017). Co-phylogenetic studies have also revealed no universal co-evolution pattern between *Steinernema-Xenorhabdus* and suggested horizontal transfer of symbionts (Lee and Stock, 2010). These associations appear to have evolved from different acquisition events and may represent different stages of a host-dependent adaptation (Sicard et al., 2005).

The partnership with *Xenorhabdus* brings benefits to *Steinernema*, especially which respect to insect invasion. However, the metabolic costs or gains for the IJs in relation to the carriage of *Xenorhabdus* symbiont remain poorly known. IJs are non-feeding stage with a focal function of foraging for an insect host. This role presents two constraints: the decline of energy storage and limitations imposed by the lifespan of the bacterial symbionts (Akhurst and Boemare, 1990). Different foraging behaviors have been described in *Steinernema*: ambush foragers that are sedentary and cruising foragers, which move actively to seek for an insect host (Campbell and Gaugler, 1993). Energy demands in cruisers are higher than in ambushers. For example, Lewis et al. (1995) suggested that ambush foragers may have lower metabolic rate to extend their survival. Furthermore, *S. carpocapsae* IJs which are ambushers, survive long-term dehydration periods (up to 7 months) as opposed to cruisers, such as *S. riobrave* or *Steinernema feltiae* (Filipjev, 1934), and have shorter survival (respectively 6 and 4 months; Grewal, 2000).

With respect to IJ survival in relation to symbiont load, this has also been shown to be variable among species. For example, *S. carpocapsae* IJs exhibit a greater longevity in absence of their symbiont (Mitani et al., 2004) when compared to *S. scapterisci* (Emelianoff et al., 2007). Interestingly, the symbiont load in these two species is different, with 0.06 cfu/IJ for *S. scapterisci* vs. 43.6 cfu/IJ for *S. carpocapsae* (Sicard et al., 2003). Furthermore, studies have demonstrated that symbiont load in *S. carpocapsae* can be highly variable (ranging from 2.6 to 260 cfu/IJ) and that IJs with the higher *Xenorhabdus* load have higher mortality (Emelianoff et al., 2008). In addition, a trade-off between death rate of the nematode and their parasitic success has been observed (Emelianoff et al., 2008). While, aposymbiotic IJs survive longer, they are less efficient to succeed in infecting insects (Emelianoff et al., 2008). Nonetheless, the mechanisms underlying the impact on symbiotic load remain largely unknown.

To investigate the potential metabolic costs and gains of *Steinernema* IJs, we performed a comparative RNA-seq analysis of IJ stages in two symbiotic pairs: *Steinernema carpocapsae*-*Xenorhabdus nematophila* and *Steinernema puntauvense*-*Xenorhabdus bovienii* relative to their rearing conditions *in vivo* and *in vitro* (i.e., the role of the insect host) and in relation to the presence/absence of their symbiotic partners. Indeed, when the IJ stages emerge from the insect host, they are associated with their *Xenorhabdus* symbiont, so in order to study aposymbiotic IJ stages nematodes are obtained from *in vitro* reared eggs which aresymbiont-free (McMullen and Patricia Stock, 2014).

## Materials and Methods

### Bacterial Culturing and Nematode Rearing Conditions

Two *Steinernema-Xenorhabdus* pairs were used in this study, *Steinernema carpocapsae* (strain All) and *Xenorhabdus nematophila* and *Steinernema puntauvense* (strain Li6) and *Xenorhabdus bovienii*.

For each association, three different conditions were studied: (1) *in vivo*, nematodes were reared in *Galleria mellonella* larvae, (2) *in vitro*, colonized nematodes reared with their native symbiont and without an insect host, and (3) *in vitro* aposymbiotic, nematodes depleted of their symbionts and reared without an insect host. We choose these two associations because the *in vitro* rearing procedures of these two *Steinernema* species is routinely performed in the Stock laboratory and reliably produce aposymbiotic IJ progeny (McMullen and Patricia Stock, 2014; McMullen et al., 2017). *In vivo* rearing followed procedures described by Kaya and Stock (1997) with minor modifications (Kaya and Stock, 1997). Briefly, an inoculum of 100 IJs was used to infect one single last instar *G. mellonella* larva in a 1.5-ml microcentrifuge tube containing a piece of filter paper (Whatman grade 1). A total of 15–25 replicates were processed depending on the species tested and mortality rate. Insects were incubated at 25°C for 3–4 days, and upon death, cadavers were transferred to individual modified White traps (Kaya and Stock, 1997) to collect emerging IJs. Concurrently, for the *in vitro* conditions, insect cadavers were dissected to isolated 150 gravid females. The females were broken up to isolate eggs (not associated with *Xenorhabdus* symbiont) as described previously (Xu and Hurlbert, 1990; Kaya and Stock, 1997; Stock and Goodrich-Blair, 2012). *In vitro* rearing of the obtained eggs was done in liver-kidney agar supplemented with 0.1% sodium pyruvate following procedures described by Stock and Goodrich-Blair (2012). For *in vitro* colonized condition, eggs were inoculated onto bacterial lawns of their native symbionts. Plates were incubated in the dark at 25°C until IJs began to crawl up the side of the plate. Then, plates were transferred to a modified White trap setup (McMullen and Patricia Stock, 2014). IJs from all conditions were collected 4–5 days post emergence into the water.

### RNA Extraction and RNA-seq

A total of 10,000 IJs from each of the tested species were harvested from each of the rearing condition during the first 4–5 days of emergence. IJs were twice washed in sterile water, centrifuged at 22,000 *g* for 5 min, re-suspended in RNA protective storage solution (25 mM sodium citrate, 10 mM EDTA, and 0.7 g/ml ammonium sulfate, pH 5.2), snap frozen is liquid nitrogen, and stored at −80°C until RNA extraction. Sample preparation and sequencing for transcriptome analysis was done at the University of Arizona Genetics Core. The nematodes were ground with an Omni tip and rotor-stator running at >18 k rpm (>30 s) to disrupt their cuticle and facilitate RNA extraction. After grinding, debris was pelleted at high speed and the supernatant was then used in a Qiagen RNeasy Mini kit according to the manufacturer’s protocol (including the optional on-column DNase digestion step). Quality was assessed with RNA high sensitivity analysis kit (Advanced Analytical Technologies) and quantified with RiboGreen RNA assay kit (Quant-iT). RNA were clean-up and concentrate using column kit (Zymo). cDNA pool libraries were built for each condition with Illumina TruSeq RNA kit with average insert size of 196 bp for 2×100 bp paired-end sequencing. Library quality was assessed with next generation sequencing high sensitivity analysis kit (Advanced Analytical Technologies) and quantified with Illumina universal adapter-specific qPCR kit (Kapa Biosystems). All six samples were multiplex sequenced on a single lane of Illumina HiSeq 2500 with a second technical replicate lane.

### Transcriptomic Analysis

For each condition replicate, reads were trimmed and filtered using Trim Galore (version 0.6.4) and quality was assessed using FastQC (v0.11.9).^1^,^2^ The data were deposited on NCBI database: BioProject PRJNA766056; Biosample SAMN21601377, SAMN21601527, SAMN21601552 SAMN21604292, SAMN21604906, SAMN21604907; SRA SRR16057604 to SRR16057609. All the reads belonging to the same association were combined to assemble a *de novo* transcriptome assembly using Trinity (v2.10; Grabherr et al., 2011; Haas et al., 2013). In order to eliminate transcript reads from *Xenorhabdus*, a selection of transcripts were initially identified based on similarity with a custom protein database from the nematodes (*Steinernema carpocapsae*; *Steinernema scapterisci*; *Steinernema monticolum*; *Steinernema feltiae*; *Steinernema glaseri*; *Heterorhabditis bacteriophora*; *Strongyloides ratti*; *Loa loa*; *Dracunculus medinensis*; *Necator americanus*; Supplementary Table S1) using xblast. A *de novo* transcriptome assembly was produced for the tested species, *Steinernema carpocapsae* and *Steinernema puntauvense* (respectively associated with Transcriptome shotgun assembly (TSA) accession number GJLD00000000 and GJLE00000000 at NCBI). Open reading frames (ORFs) were identified in each transcriptome assembly, assessing for peptide sequence lengths >100 amino acids, using TransDecoder.^3^ Subsequently, reads from each condition were mapped back to the transcriptome assembly for the corresponding species, using Tophat (v2.1.1). The abundances of the transcripts and the differential expression were tested using two different methods: using Cufflinks (v2.2.1; Trapnell et al., 2012) and using edgeR (v 3.32.1; parameters FDR ≤ 0.01 and value of *p* ≤0.01; Robinson et al., 2009). Only contigs with >25 mapped reads across samples were considered for analysis. The gene expression tables were deposited as Gene Expression Omnibus (GEO) series under the accession number GSE185177. Orthology analysis of the differentially expressed transcripts between *in vivo* condition and both *in vitro* condition (colonized and aposymbiotic) for the two species of *Steinernema* were performed using Orthofinder (version 2.2.0; Robinson et al., 2009).

### Annotation, Analysis of Metabolism Pathway, and Enrichment Analysis

Annotation of the produced *de novo* transcriptome assemblies was produced using Augustus (version 3.3.3), considering training set based on *Caenorhabditis elegans* data (Stanke et al., 2006). GhostKOALA (Kanehisa et al., 2016) was used to associate proteins with KEGG orthology (KO) identifier and reconstruct KEGG metabolism pathway. Selection of transcripts and their expression were filtered by metabolic pathways using a custom shell script. Heatmaps of expression of transcripts were produced using the pheatmap package in R environment (values centered and scaled in the row direction; Kolde, 2019). The two technical replicates (two lanes of sequencing) were showed in the heatmaps for each condition. Annotation of the selected transcripts was confirmed by homology searches between the protein sequences and hidden Markov Models (HMM) profile using hmmscan in the HMMER web server (Potter et al., 2018).

Enriched functional terms of transcripts downregulated or upregulated in the two *in vitro*, conditions (colonized and aposymbiotic) were generated and sorted using the gene-list enrichment module of KEGG Orthology Based Annotation System intelligent (KOBAS-i version; Bu et al., 2021). KOBAS-i uses machine learning-based approach integrating seven functional class scoring (FCS) method and two pathway topology (PT) method. KOBAS-i associated the KEGG pathways and Gene Ontology (GO) terms with our selection of transcripts. The *C. elegans* KEGG pathway database was used for gene-list enrichment analysis. In addition, to establish the KEGG pathway and GO terms for each transcript, this method evaluated the enrichment of the transcripts. The enrichment analysis was performed using Fisher’s exact test with cut-off *p* < 0.05. Enriched terms associated with KEGG pathway were summarized in barplot representing the enrich ratio calculated as “input protein number”/ “background reference protein number” associated with enriched function.

### Comparison With Published Secretome of *Steinernema carpocapsae*

Excreted/secreted proteins (ESPs) release by *S. carpocapsae* IJs had been previously analyzed by Lu et al. (2017) who identified “venom protein” due to its exhibited toxicity. This study also identified a total of 472 ESPs using mass spectrometry. We compared the sequences of these ESPs with our transcript sequences by blastn similarity analysis and filtered sequences with at least 98% identity. We filtered the transcriptomic data for the potential ESPs for *S. carpocapsae* and produced heatmap of the expression of these genes (as described above). We also identified potential class of proteins involved and produced heatmap for both nematodes species based on the annotation of the transcripts.

### Validation by RT-qPCR

For gene expression validation, aliquots of 10,000 flash frozen IJ were homogenized manually in 1 ml of Trizol using an autoclaved micropestle. The Trizol manufacturer’s protocol was followed. cDNA was synthesized using the Bioline SensiFast cDNA Synthesis kit following manufacturer’s protocols. Quantitative real-time polymerase chain reaction (qRT-PCR) was used to measure gene expression across rearing conditions and species. Each primer set condition was optimized using Bioline SensiFast No ROX Sybr Master Mix and is summarized in the Supplementary Table S2.

Primers were designed against a variety of contigs for both species transcriptome assemblies using AmplifX (v2.0.7; Nicolas Jullien).^4^ A total of 32 pairs primers were used in this study to validate gene expression in *S. carpocapsae* and *S. puntauvense* for all three rearing conditions (Supplementary Table S2). Expression of housekeeping genes must be evaluated to calculate the relative expression of the genes of interest. Transcripts presenting no differential expression between the three conditions [*in vivo*, *in vitro* (colonized), and *in vitro* (aposymbiotic)] were selected. 

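Reads for the housekeeping transcripts of Table S2 were counted in the transcriptome libraries of *in vivo*, *in vitro* colonized and *in vitro* aposymbiotic IJs, 1 library per condition and species, in that order. In *S. carpocapsae*, actin DN8613_c0_g3_i1 had 259, 313 and 657 reads, MCM DN2388_c5_g1_i1 had 290, 357 and 599 and SYF2 DN1905_c0_g1_i1 had 207, 304 and 435. The α-tubulin transcript DN3951_c0_g1_i1 of this species had 2 reads in all, listed at 0 in the *in vivo* library and at 1 read in each of the *in vitro* libraries. In *S. puntauvense*, actin DN3306_c0_g1_i1 had 245, 150 and 515 reads, MCM DN34627_c0_g1_i1 had 223, 149 and 683, SYF2 DN3649_c0_g1_i1 had 372, 188 and 967, and α-tubulin DN540_c1_g1_i1 had 21, 23 and 65. The log2 ratio of aposymbiotic to *in vivo* IJs for actin was 0.13 (-0.08 to 0.34) in *S. carpocapsae*, with the 95% interval from counting error in parentheses. In *S. puntauvense* it was -0.39 (-0.62 to -0.17), and 0.56 when libraries were scaled to their totals alone. For MCM the ratio was -0.17 (-0.37 to 0.04) in *S. carpocapsae* and 0.15 (-0.07 to 0.37) in *S. puntauvense*. Scaled to library totals, these values were 0.06 and 1.11. Among the 3 *S. carpocapsae* and 4 *S. puntauvense* transcripts with more than 25 reads, the interval of the aposymbiotic to *in vivo* ratio excluded 0 with TMM factors for actin of *S. puntauvense* alone. Under library totals it excluded 0 for actin of *S. carpocapsae*, at 0.35 (0.14 to 0.57), and for all 4 *S. puntauvense* transcripts, where SYF2 had 0.87 (0.70 to 1.05). Between aposymbiotic and colonized IJs the interval of actin excluded 0 in both species with TMM factors, with 0.34 (0.15 to 0.54) in *S. carpocapsae* and -0.44 (-0.70 to -0.16) in *S. puntauvense*, the latter -0.11 (-0.38 to 0.16) under library totals.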

At least 100 reads across samples and common for the two studied nematode species were mapped, of which four were selected to be tested: actin (pfam00022), α-tubulin (cd02186), Minichromosome Maintenance proteins (MCM; pfam14551) and SYF2 splicing factor (pfam08231). Housekeeping genes associated with the best stability among the samples was established using NormFinder (Potter et al., 2018). Observed the best stability for Actin and Minichromosome Maintenance proteins (MCM) genes was 0.13 and 0.12, respectively, for *S. carpocapsae* and 0.12 and 0.18, respectively for *S. puntauvense*. By comparison, the α-tubulin gene exhibited a stability of 0.28 for *S. carpocapsae* and 0.21 for *S. puntauvense*, whereas statbility for SYF2 splicing factor gene present a stability of 0.28 for *S. carpocapsae* and 0.24 for *S. puntauvense*. We normalized the relative expression using the actin and MCM as housekeeping genes for both species. Primer efficiencies was determined for each transcript by running a standard curve and converted primers efficiency (E) was calculated as follows: [primer efficiency (%)/100] + 1. For each species, the two best housekeeping genes were used to determine the relative gene expression levels. We used a modified Pfaffl model to take into account multiple reference genes: $\begin{array}{l} \frac{(E_{GOI)}{}^{△CtGOI}}{\mathrm{GeoMean[(}E_{Ref)}{}^{△CtRef}]} \end{array}$ (Vandesompele et al., 2002; Hellemans et al., 2008). The condition of rearing *in vivo* was used as a sample calibrator to determine the delta Ct (∆Ct). The relative gene expression values were transformed by a logarithmic base 10 function to be plot. Differential expression was tested on the relative gene expression values (not transformed). We tested the normality of the data using the Shapiro–Wilk normality test in R environment, as well as the homogeneity of Variance using Levene’s test and the independency of the condition using Chi-squared test. If these three assumptions are validated (data normally distributed with common variance and independent group), we analyzed the variance using one way ANOVA associated with post-hoc Tukey HSD (Ranganathan, 2013) to compare the three conditions. Otherwise, we analyzed the variance with the non-parametric Kruskal-wallis rank sum associated with multiple pairwise comparisons using the dunn’s test in the R environment (dunn.test package; Dunn, 1964).

### Glycogen Extraction and Quantification

Glycogen was extracted from 10,000 IJ flash-frozen aliquots, that were homogenized manually in 25 mM citrate buffer (pH 4.2) and 2.5 g/L NaF on ice using an autoclaved micro pestle. Samples were then centrifuged at 14,000 × *g* for 10 min at 4°C to remove insoluble material. The upper phase was collected and transferred to a new tube. Then 10 μl of the resulting lysate is combined 90 μl “working reaction mix” prepared based on the EnzyChrom™ Glycogen Assay Kit (BioAssay Systems) protocol. To exclude glucose level background, sample blank was performed using a “working reaction mix” without enzyme A. For both nematode species and for rearing condition, we considered as a colorimetric assay (OD_570nm_) and standards served as a reference and following the manufacturer’s protocol. These procedures were repeated for two biological replicates for each rearing condition for *S. carpocapsae* and three biological replicates from *S. puntauvense*. Statistical analysis was applicable only for *S. puntauvense* (not enough replicates for *S. carpocapsae*). The distribution of the data was not normal so we analyzed the variance with the non-parametric Kruskal-wallis rank sum associated with multiple pairwise comparisons using the Dunn’s test in the R environment (dunn.test package; Dunn, 1964).

## Results

### Transcriptome Assemblies, Differential Expression, and Orthogroups

Between 1,370 and 1,470 million base pairs (bp) were generated for each sequencing run for each tested rearing condition. 

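Infective juveniles (IJs), the free-living stage that carries the symbiont to a new insect, were pooled by 10000 from each of 3 rearing conditions in 2 species. The conditions were emergence from *Galleria mellonella* larvae infected with 100 IJs each (*in vivo*), growth on liver-kidney agar with the native *Xenorhabdus* (*in vitro* colonized), and growth on the same agar without it (*in vitro* aposymbiotic). Each of the 6 libraries, 1 per condition and species, was sequenced on 2 lanes. The lanes are repeat runs of 1 library, so each condition counts as 1 sample and no difference between conditions has a replicate check. The authors trimmed reads with Trim Galore 0.6.4, assembled the reads of each species with Trinity, kept contigs similar to nematode proteins, and mapped each lane to the assembly of its species with TopHat 2.1.1. No genome coordinates go with the transcripts. The deposited values per transcript and lane are fragments multiplied by 1 factor per lane. In every lane at least 99.78% of the values from 1 step up to 200 steps lay within 0.05 steps of a whole multiple of the lane's smallest common value (the step). Each value was divided by this step and is called reads here. The lanes of a library were then summed. In *S. carpocapsae*, 2654559 reads were listed for the *in vivo* library, 3643714 for the colonized and 5259233 for the aposymbiotic library, on 28178 transcripts. In *S. puntauvense* these were 3240527, 1247121 and 4629813 reads on 35220 transcripts. Of the trimmed read pairs that Table S3 gives as input, 8.46% were listed in the colonized *S. puntauvense* library and 18.9% to 39.9% in the other libraries. The 10 most abundant transcripts took 44.2% of the *in vivo* *S. puntauvense* library and 8.83% of its aposymbiotic library. Libraries were scaled with trimmed mean of M values (TMM) factors, which ranged from 0.942 to 1.10 in *S. carpocapsae* and from 0.692 to 1.34 in *S. puntauvense*. Log2 ratios were taken after adding 0.5 reads, for the 12077 *S. carpocapsae* and 13521 *S. puntauvense* transcripts with more than 25 reads over the 3 libraries, the minimum the paper used. Each ratio is given with a 95% interval (exact Clopper-Pearson, from the split of reads between the 2 libraries). It covers counting error only, since PCR reads without molecular identifiers are not independent molecules. A lane test was run with limma 3.58.1 on log2 TMM-scaled read rates of the 6 lanes per species at FDR and p of at most 0.01. It compares those libraries, not the conditions.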

Removal of low-quality regions and adaptors yielded 13–14 million reads per condition. From these, we were able to produce two draft transcriptome assemblies of *Steinernema* for the present study (Table 1). Transcriptomic analyses of the *Xenorhabdus* are not showed in the current study due to the low number of sequenced reads belonging to the endosymbiont (more detail in Supplementary Table S3). For *S. carpocapsae*, a 51,538-contig draft transcriptome assembly was obtained with total length of 98,199,115 bp (N50 = 3,154), after transcript filtering and identification of open reading frames. For *S. puntauvense*, we obtained a 59,807-contig draft transcriptome assembly with a total length of 81,513,663 bp (N50 = 2,370) after transcript filtering and open reading frame identification.

**Table 1:** Statistical summary of transcriptome assemblies and number of differentially expressed transcripts in *in vitro* (colonized and aposymbiotic) and *in vivo Steinernema carpocapsae* and *Steinernema puntauvense* IJs.

Species	*S. carpocapsae*	*S. puntauvense*
*Transcriptome assembly statistics*		
Number of contigs	51,536	59,807
Total length (bp)	98,199,115	81,513,663
N50 (bp)	2,370	3,154
L50	9,376	9,913
GC (%)	50.38	49.73
*Number of differentially expressed transcripts*		
*In vivo* vs. *in vitro* aposymbiotic	3,332	2,844
*In vivo* vs. *in vitro* aposymbiotic: upregulated (cufflinks)	1,420	1,416
*In vivo* vs. *in vitro* aposymbiotic: upregulated (edgeR)	1,456	1,070
*In vivo* vs. *in vitro* aposymbiotic: upregulated (cufflinks/edgeR/both)	1,504	1,455
*In vivo* vs. *in vitro* aposymbiotic: downregulated (cufflinks)	1,480	1,196
*In vivo* vs. *in vitro* aposymbiotic: downregulated (edgeR)	1,500	1,322
*In vivo* vs. *in vitro* aposymbiotic: downregulated (cufflinks/edgeR/both)	1,828	1,389
*In vivo* vs. *in vitro* colonized	1,802	2,311
*In vivo* vs. *in vitro* colonized: upregulated (cufflinks)	779	1,193
*In vivo* vs. *in vitro* colonized: upregulated (edgeR)	579	757
*In vivo* vs. *in vitro* colonized: upregulated (cufflinks/edgeR/both)	798	1,213
*In vivo* vs. *in vitro* colonized: downregulated (cufflinks)	981	1,020
*In vivo* vs. *in vitro* colonized: downregulated (edgeR)	344	1,022
*In vivo* vs. *in vitro* colonized: downregulated (cufflinks/edgeR/both)	1,004	1,098
*In vitro* colonized vs. aposymbiotic	3,549	2,107
*In vitro* colonized vs. aposymbiotic: upregulated (cufflinks)	1,606	989
*In vitro* colonized aposymbiotic: upregulated (edgeR)	1,583	816
*In vitro* colonized vs. aposymbiotic: upregulated (cufflinks/edgeR/both)	1,671	1,032
*In vitro* colonized vs. aposymbiotic: downregulated (cufflinks)	1,478	955
*In vitro* colonized vs. aposymbiotic: downregulated (edgeR)	1,661	953
*In vitro* colonized vs. aposymbiotic: downregulated (cufflinks/edgeR/both)	1,867	1,075

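Between the aposymbiotic and *in vivo* libraries of *S. carpocapsae*, 4374 of 12077 transcripts (36.2%) differed at least 2-fold, against 1838 (15.2%) between the colonized and *in vivo* libraries. In lanes simulated with known changes, counting error alone took 412 of 11349 and 519 of 11406 unchanged transcripts past 2-fold in these comparisons. The lane test called 3315 and 780 transcripts. The authors' deposited tables list 3460 and 1893 transcripts from Cufflinks or edgeR, of which 2565 and 760 were called in the same direction by the lane test and 0 in the opposite direction. The number of 2-fold differences moved most without a minimum of reads, to 6397 higher and 7125 lower transcripts in the aposymbiotic library. The number of calls fell to 394 higher and 870 lower there, and to 0 in the colonized library, when limma's variance was moderated without a trend on expression.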

For *S. carpocapsae*, a total of 3,332 transcripts with differential expression between the *in vivo* vs. the *in vitro* aposymbiotic rearing condition were observed (significant differences using Cufflinks edgeR, or both analyses) while 1,802 transcripts with differential expression is observed between the *in vivo* vs. the *in vitro* colonized rearing condition (Table 1). 

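In the aposymbiotic *S. carpocapsae* library, 1905 transcripts were at least 2-fold higher and 2469 at least 2-fold lower than in the *in vivo* library. Scaling to library totals raised ratios of this comparison by about 0.22, and by less where a library listed few reads. It gave 2543 higher and 2087 lower transcripts, so that the higher ones made up 54.9% of the 2-fold differences in place of 43.6%. Called by the lane test were 1320 transcripts higher and 1995 lower, and the authors' deposited tables share 1174 and 1391 of them. Among transcripts with at least 100 reads and 1 direction in both lanes, the largest falls were those of DN37850_c0_g1_i1, with 4105 reads *in vivo* and listed at 0 in the aposymbiotic library, and DN1944_c0_g1_i5, with 10810 and 4 reads and a log2 ratio of -12.37 (-14.49 to -11.26). Both belong to a set of 47 transcripts at least 64-fold lower in the aposymbiotic library than in each of the other libraries. The largest rises were those of DN0_c0_g2_i1, with 449309 reads in the aposymbiotic library, and DN407_c0_g1_i2, with 211. Both were listed at 0 *in vivo*. DN0_c0_g2_i1 was listed at 0 in the colonized library as well and is absent from the authors' deposited tables of this comparison.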

In the *in vitro* aposymbiotic condition, a total of 1,480 transcripts (using Cufflinks) and 1,500 transcripts (using edgeR) were identified downregulated, while 1,420 transcripts (Cufflinks) and 1,456 transcripts (edgeR) were depicted as upregulated (Table 1; Figure 1A). In the *in vitro* colonized condition, a total of 981 transcripts (using Cufflinks) and 344 transcripts (using edgeR) were observed as downregulated, while 779 transcripts (Cufflinks) and 579 transcripts (edgeR) were identified as upregulated. 

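In the colonized *S. carpocapsae* library, 994 transcripts were at least 2-fold higher and 844 at least 2-fold lower than *in vivo*, and the lane test called 232 higher and 548 lower. The authors' deposited edgeR table of this comparison lists 525 transcripts as higher and 804 as lower. The largest falls among well-read transcripts, chosen as for the aposymbiotic library, were a log2 ratio of -6.71 (-9.19 to -5.34) for DN1540_c3_g1_i1, with 257 reads *in vivo* and 3 in the colonized library, and -3.81 (-5.25 to -2.77) for DN7536_c0_g2_i2, with 74 and 7 reads. DN887_c0_g1_i18 rose from 1 to 397 reads, with a log2 ratio of 7.75 (5.66 to 13.45). DN407_c0_g1_i2 had 20 reads in the colonized library.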

Regarding the results between the *in intro* colonized vs. the *in vitro* aposymbiotic rearing condition, 3,549 transcripts exhibited differential expression (significant differences using Cufflinks edgeR, or both analyses): a total of 1,867 transcripts were observed downregulated while 1,671 were observed as upregulated (Table 1).

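Of the *S. carpocapsae* transcripts, 4661 (38.6%) differed at least 2-fold between the aposymbiotic and colonized libraries, 2128 of them higher and 2533 lower in the aposymbiotic one. Counting error alone took 227 of the 11354 unchanged transcripts of the simulated lanes past 2-fold. By the lane test 1627 transcripts were higher and 2148 lower. Scaling to library totals raised ratios of this comparison by about 0.19, less where a library listed few reads, and gave 2666 higher and 2243 lower transcripts. The largest falls included DN37850_c0_g1_i1, with 2276 reads in the colonized library, and the transcript that Fig. 8 labels *sod-3*. Apart from DN0_c0_g2_i1, the largest rise was that of DN751_c1_g1_i1, from 1 read to 698, a log2 ratio of 8.19 (6.24 to 14.03). No deposited table of the authors for this comparison was used.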

**Figure 1:**
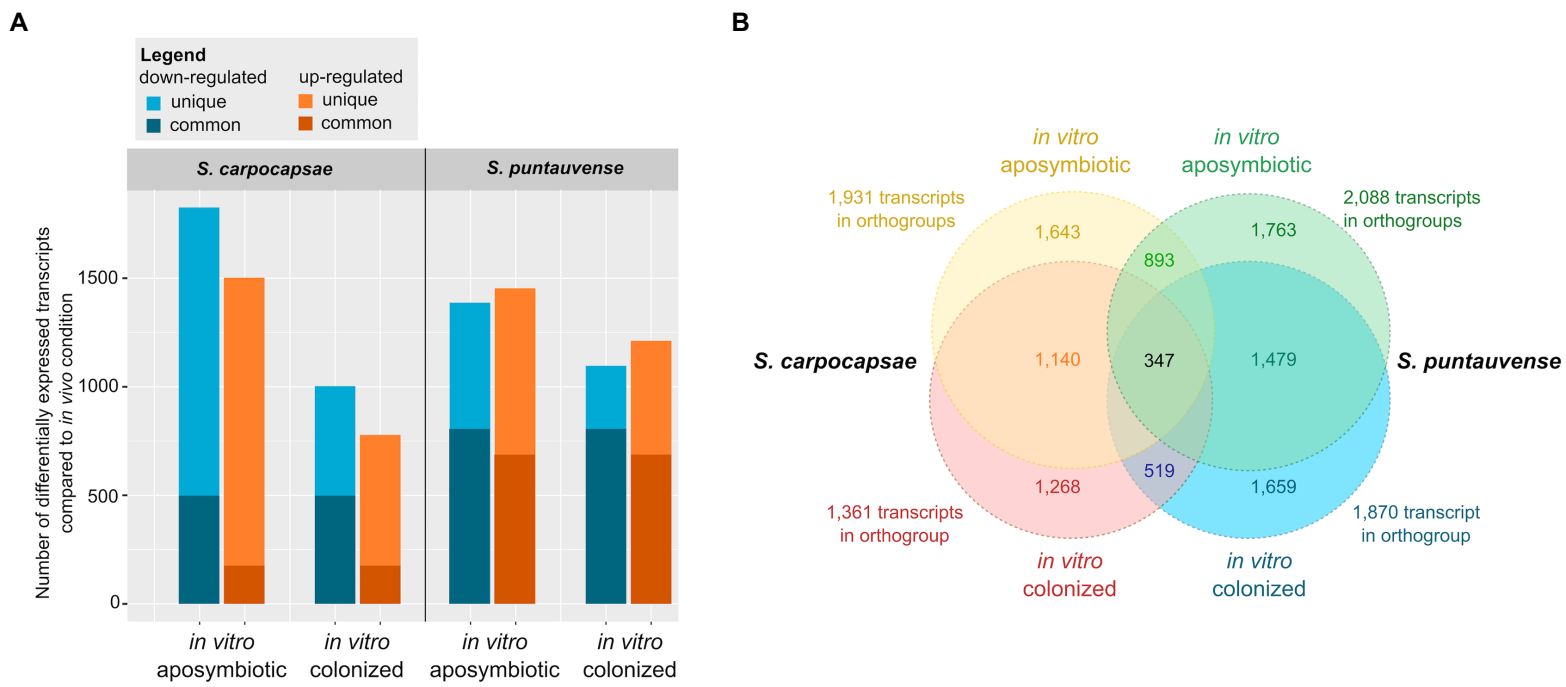
Summary of differentially expressed transcripts in *in vitro* reared (colonized and aposymbiotic) *Steinernema* IJs compared to *in vivo* reared *Steinernema* IJs. **(A)** Graph of transcripts number associated with significant downregulation or upregulation in the *in vitro* condition (colonized or aposymbiotic) were compared to the *in vivo* rearing condition. The differential expression was established using cufflink and/or edgeR. **(B)** Venn diagrams of orthogroups of differentially expressed transcripts shared among the *in vitro* colonized and *in vitro* aposymbiotic nematodes for the two *Steinernema* species. The orthogroups were identified with Orthofinder.

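In *S. puntauvense*, 3956 of 13521 transcripts (29.3%) differed at least 2-fold between the aposymbiotic and *in vivo* libraries and 3228 (23.9%) between the colonized and *in vivo* libraries. In lanes simulated with known changes, counting error alone took 245 of 12386 unchanged transcripts past 2-fold in the first of these comparisons and 1006 of 12404 in the second, whose colonized library has the fewest reads. The lane test called 2082 and 1040 transcripts, of which 1836 and 1003 are listed with the same direction in the authors' deposited tables and 0 with the opposite one. In these simulated lanes it found 41.4% and 60.2% of the changed transcripts with at least 100 reads, which leaves changes it does not call. Only 184 and 193 transcripts were changed there, and an FDR limit is stricter when few are changed. These shares may therefore be lower than in the data.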

For S. *puntauvense*, 2,844 transcripts with differential expression were identified between the *in vivo* and the *in vitro* aposymbiotic rearing condition while 2,311 transcripts with differential expression is observed between the *in vivo* vs. the *in vitro* colonized rearing condition (Table 1). In the *in vitro* aposymbiotic condition, downregulated transcripts also varied depending on the tool used for the analysis, with 1,196 transcripts (Cufflinks) and 1,322 transcripts (edgeR) identified and upregulated transcripts also fluctuated between 1,416 (Cufflinks) and 1,070 transcripts (edgeR; Table 1; Figure 1A). 

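In the aposymbiotic *S. puntauvense* library, 1705 transcripts were at least 2-fold higher and 2251 at least 2-fold lower than *in vivo*. Scaling to library totals raised ratios of this comparison by about 0.94, and by less where a library listed few reads. It gave 6440 higher and 944 lower transcripts, so that the share of higher ones went from 43.1% to 87.2%. With the lane test, 771 transcripts were called higher and 1311 lower with TMM factors, and 3606 higher and 604 lower without them. The largest falls were a log2 ratio of -14.56 (-18.16 to -13.27) for DN2349_c0_g2_i2, with 25765 reads *in vivo* and 2 in the aposymbiotic library, and that of DN1453_c0_g1_i1, with 3999 reads and listed at 0. Both are among 54 transcripts at least 64-fold lower in this library than in each of the other libraries. DN6683_c0_g1_i2 and DN349_c0_g1_i1 rose most, with 4005 and 387 reads, and were listed at 0 in the *in vivo* and colonized libraries.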

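In the colonized *S. puntauvense* library, 1281 transcripts were at least 2-fold higher and 1947 at least 2-fold lower than *in vivo*, and the lane test called 412 higher and 628 lower. Ratios rose by about 0.62 under scaling to library totals, and by less where a library listed few reads. This scaling gave 3807 higher and 844 lower transcripts and a share of higher ones of 81.9% in place of 39.7%. The largest falls were those of DN104_c0_g2_i1 and DN104_c0_g1_i2, with 695132 and 367024 reads *in vivo* and listed at 0 in the colonized library. The authors' deposited edgeR table lists both and their deposited Cufflinks table neither. Whether these transcripts were truly absent could not be told. The largest rise was a log2 ratio of 6.24 (4.58 to 9.53) for DN3714_c0_g1_i6, with 2 reads *in vivo* and 105 in the colonized library. The next by the rule was DN924_c1_g1_i1, from a listed 0 to 6 reads, a rank that rests on the 0.5 reads added.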

In the *in vitro* colonized condition, a total of 1,020 transcripts (using Cufflinks) and 1,022 transcripts (using edgeR) were observed as downregulated, while 1,193 transcripts (Cufflinks) and 757 transcripts (edgeR) were identified as upregulated. Regarding the results between the *in intro* colonized vs. the *in vitro* aposymbiotic nematodes, 2,107 transcripts exhibited differential expression (significant differences using Cufflinks edgeR, or both analyses): a total of 1,075 transcripts were observed downregulated while 1,032 were observed as upregulated (Table 1).

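Between the aposymbiotic and colonized libraries of *S. puntauvense*, 3415 transcripts (25.3%) differed at least 2-fold, 1669 higher and 1746 lower in the aposymbiotic one, and counting error alone took 896 of the 12387 unchanged transcripts of the simulated lanes past 2-fold. Lane test calls numbered 506 higher and 842 lower. Under scaling to library totals ratios rose by about 0.32, with 2632 higher and 1166 lower transcripts (69.3% higher in place of 48.9%). DN2349_c0_g2_i2 and DN33106_c0_g1_i2 fell most, from 17442 and 43715 reads in the colonized library, with log2 ratios of -14.74 (-18.35 to -13.45) and -14.64 (-16.14 to -13.78). The largest rises were those of DN104_c0_g2_i1 and DN104_c0_g1_i2, which had 48256 and 18585 reads in the aposymbiotic library. Both were listed at 0 in the colonized library, and whether that is a true absence could not be told.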

Orthology analysis of the transcripts associated with differential expression in *in vitro* aposymbiotic condition revealed 893 orthogroups shared between *S. carpocapsae* and *S. puntauvense* were identified (Figure 1B). We performed a similar analysis for the transcripts associated with differential expression in *in vitro* colonized IJs and 519 orthogroups shared by the two species were identified. 

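The median size of the log2 ratio to *in vivo* was 0.69 in the aposymbiotic and 0.39 in the colonized library of *S. carpocapsae*, and 0.61 and 0.51 in those of *S. puntauvense*. Among the 5748 *S. carpocapsae* transcripts with at least 100 reads, 705 were at least 2-fold higher and 735 lower in the aposymbiotic library, against 187 and 236 in the colonized one. Among the 5911 such transcripts of *S. puntauvense* the numbers were 520 and 857 against 289 and 627. With 1 library per condition, the difference between the 2 *in vitro* conditions was not tested. Across transcripts, which are not independent replicates, the ratios of both *in vitro* libraries to *in vivo* had a Pearson correlation of 0.109 in *S. carpocapsae*. Both ratios share the *in vivo* library, and unchanged libraries simulated with counting error alone gave a mean correlation of 0.637. In *S. puntauvense* the correlation was 0.444, against 0.359 in simulation, and 0.441 against 0.397 for transcripts with at least 100 reads. The simulation holds no changes, and changes in 1 library alone shift such a correlation. In neither species does it therefore give the part due to chance.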

For both *Steinernema* spp., a more pronounced differential expression was observed in transcripts of *in vitro* aposymbiotic IJs than the *in vitro* colonized ones.

### Enrichment Analyses on Transcripts Associated With Differential Expression

Differentially expressed transcripts (based on edgeR and/or Cufflinks analyses) of *in vivo* and *in vitro* aposymbiotic IJs were analyzed for GO and KEGG pathway enrichment (Table 2; Figure 2). GO enrichment analysis of upregulated transcripts showed enriched GO terms in relation to cellular components and molecular function for both *Steinernema* species (Table 2). Specifically, enriched GO terms related to cellular anatomical entity (such as nucleus or cytoplasm) and those related to binding processes (including protein, nucleotide binding or ATP binding). GO enrichment analysis of downregulated transcript also showed several GO terms involved in cellular component and molecular function (Table 2). Conversely, the analysis of the downregulated transcript exhibited more enriched GO terms relative to catalytic activity (such as hydrolase, transferase, or oxidoreductase for *S. puntauvense*) are observed (Table 2).

**Table 2:** Top 10 enriched gene ontology (GO) terms of *in vivo* and *in vitro* aposymbiotic *S. carpocapsae* and *S. puntauvense* IJs.

Term	GO ID	Corrected *p*	GO ancestor
*Upregulated transcripts for S. carpocapsae*			
Nucleus	GO:0005634	2.69E-92	Cellular component
Cytoplasm	GO:0005737	1.63E-90	Cellular component
Protein binding	GO:0005515	6.55E-46	Molecular function; binding
Membrane	GO:0016020	2.18E-32	Cellular component
RNA binding	GO:0003723	1.90E-31	Molecular function; binding
Nucleotide binding	GO:0000166	2.28E-30	Molecular function; binding
Embryo development ending in birth or egg hatching	GO:0009792	2.55E-29	Biological process; developmental process
Nucleic acid binding	GO:0003676	3.69E-29	Molecular function; binding
Integral component of membrane	GO:0016021	3.04E-24	Cellular component
ATP binding	GO:0005524	9.39E-24	Molecular function; binding
*Upregulated transcripts for S. puntauvense*			
Nucleus	GO:0005634	1.22E-130	Cellular component
Cytoplasm	GO:0005737	1.54E-118	Cellular component
Nucleotide binding	GO:0000166	1.15E-79	Molecular function; binding
ATP binding	GO:0005524	1.84E-57	Molecular function; binding
Protein binding	GO:0005515	9.89E-53	Molecular function; binding
RNA binding	GO:0003723	3.79E-51	Molecular function; binding
Nucleic acid binding	GO:0003676	3.42E-46	Molecular function; binding
Nucleolus	GO:0005730	1.51E-33	Cellular component
Hydrolase activity	GO:0016787	1.54E-33	Molecular function; catalytic activity
Translation	GO:0006412	4.51E-29	Biological process; cellular process
*Downregulated transcripts for S. carpocapsae*			
Cytoplasm	GO:0005737	2.62E-126	Cellular component
Nucleotide binding	GO:0000166	3.75E-91	Molecular function; binding
ATP binding	GO:0005524	2.81E-81	Molecular function; binding
Metal ion binding	GO:0046872	2.63E-61	Molecular function; binding
Catalytic activity	GO:0003824	1.11E-60	Molecular function; catalytic activity
Cytosol	GO:0005829	9.35E-55	Cellular component
Transferase activity	GO:0016740	4.65E-54	Molecular function; catalytic activity
Hydrolase activity	GO:0016787	3.20E-52	Molecular function; catalytic activity
Nucleus	GO:0005634	3.26E-51	Cellular component
Mitochondrion	GO:0005739	1.03E-48	Cellular component
*Downregulated transcripts for S. puntauvense*			
Cytoplasm	GO:0005737	3.98E-92	Cellular component
Oxidation–reduction process	GO:0055114	2.07E-59	Molecular function; metabolic process
Catalytic activity	GO:0003824	2.45E-56	Molecular function; catalytic activity
Nucleotide binding	GO:0000166	6.33E-46	Molecular function; binding
Oxidoreductase activity	GO:0016491	1.35E-44	Molecular function; catalytic activity
Metal ion binding	GO:0046872	5.87E-44	Molecular function; binding
ATP binding	GO:0005524	3.55E-42	Molecular function; binding
Mitochondrion	GO:0005739	4.16E-39	Cellular component
Cytosol	GO:0005829	8.63E-34	Cellular component
Hydrolase activity	GO:0016787	1.86E-33	Molecular function; catalytic activity

**Figure 2:**
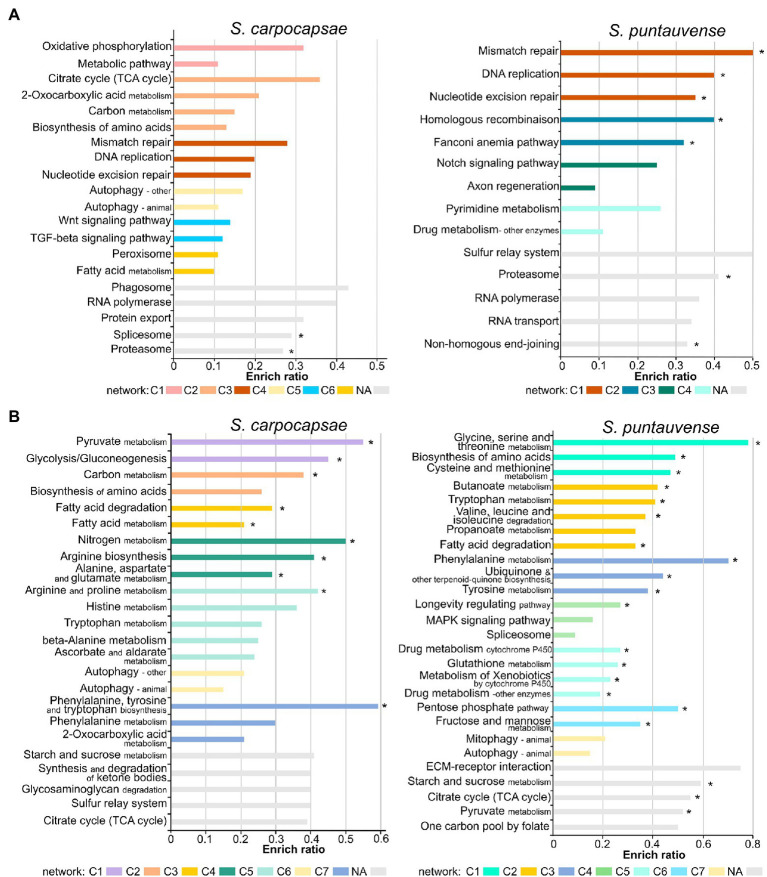
Barplot of enriched KEGG ratio of differentially expressed transcripts in *in vitro* aposymbiotic reared IJs when compared to *in vivo* reared IJs using i-KOBAS. The length of the bar represents the enrich ratio calculated as “input gene number”/ “backgound gene number.” The color of the bar represents network of protein representing modules identified by i-KOBAS based on *Caenorhabditis elegans* dataset. For networks where numerous modules are enriched only the top five are displayed. The “*” indicates enriched KEGG terms identified for both *in vitro* aposymbiotic and colonized reared IJs. **(A)** Enriched KEGG ration of upregulated transcripts. **(B)** Enriched KEGG ratio of downregulated transcripts.

An additional analysis was performed to identify enriched GO terms specific to the absence of *Xenorhabdus* symbionts in the *in vitro* aposymbiotic IJs by exclusion of the shared enriched GO terms (Supplementary Table S4). Results from this analysis showed variation between the two *Steinernema* species. In *S. carpocapsae*, upregulated transcripts revealed enriched GO terms involved in cellular process (such as proton transmembrane transport or cytoskeleton constituent) and biological regulation (such as regulation of translation); while in *S. puntauvense* they were involved in developmental process such as regulation of mesodermal cell fate specification and dauer exit (Supplementary Table S4). Similarly, downregulated transcripts in *S. carpocapsae* showed enriched GO terms involved in cellular process (such as cell–cell adhesion or tRNA aminoacylation). In *S. puntauvense*, depicted GO terms were those involved in developmental process (such as tissue development or animal organ morphogenesis) and metabolic process (such as trehalose metabolism or sphingolipid biosynthesis; Supplementary Table S4).

The KEGG pathway enrichment analysis of differentially expressed transcripts in the *in vitro* aposymbiotic condition revealed a strong variation between *S. carpocapsae* and *S. puntauvense* (Figure 2). However, similarities of upregulated transcripts for both species were related to replication and repair processes (such as DNA replication, RNA polymerase, and nucleotide excision repair), as well as in genetic information processing (such as proteasome and RNA polymerase; Figure 2A). Similarly, for both species, the enriched KEGG pathway of downregulated transcripts appeared related to carbohydrate metabolism (such as pyruvate, citrate, starch, and sucrose metabolism), lipid metabolism (such as fatty acid degradation), amino acid metabolism (such as tryptophan metabolism), and cellular processes (such as the autophagy pathway; Figure 2B).

A further analysis was performed to identify enriched KEGG pathway of differentially expressed transcripts in the *in vitro* colonized condition to compare with analysis of differentially expressed transcripts obtained from IJs reared *in vitro* and aposymbiotically (Supplementary Figure S1). Results were more similar among these two rearing conditions for *S. puntauvense* than for *S. carpocapsae*. For example, genes involved in the amino acid metabolism (such as histidine, tryptophan or arginine and proline metabolism) appear to be upregulated enriched KEGG pathways for the *in vitro* colonized condition while they were downregulated enriched KEGG pathways for *in vitro* aposymbiotic condition.

We further assessed the enriched KEGG pathway by category and our results support a general pattern of downregulation of numerous metabolic pathways in the *in vitro* aposymbiotic reared nematodes. Downregulated enriched KEGG pathways belonging to metabolism processes represented 50.82% of the entry for *S. carpocapsae* and even 61.88% for *S. puntauvense* (Supplementary Figure S2). The most downregulated enriched KEGG pathway appeared to be the carbohydrate metabolism (in particular, the starch and sucrose, glycolysis/gluconeogenesis, or pyruvate metabolism) and amino acid metabolism (in particular, arginine metabolism; Supplementary Table S4; Supplementary Figure S2). A general pattern of upregulation of numerous genetic information related function processing was observed in *in vitro* aposymbiotic IJs, transcripts relative to the RNA transport, proteasome or replication, and repair process. Upregulated enriched KEGG pathway belonging to genetic information processing represented 42.21% of the entries for *S. carpocapsae* and 58.92% for *S. puntauvense* (Supplementary Figure S2). Interestingly, transcripts involved in signaling and in general cellular processes were characterized by both upregulation and downregulation in the *in vitro* aposymbiotic IJs (Supplementary Table S4; Supplementary Figure S2).

### Downregulation of the Starch and Sucrose Metabolism

Based on the KEGG enrichment results for carbohydrate metabolism, we further analyzed expression of transcripts involved in starch and sucrose metabolism (ko00500) for IJs reared *in vitro* (colonized and aposymbiotic; Figure 3). Specifically, transcripts involved in the glycogen pathway such as the carbohydrate phosphorylase *pyg* and the phosphoglucose isomerase *gpi* were down regulated in the colonized and aposymbiotic IJs for both tested *Steinernema* species (Figure 3A). 

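The *pyg* transcript of *S. carpocapsae*, DN15997_c0_g1_i1, had log2 ratios to *in vivo* of -1.18 (-1.38 to -0.99) in the colonized library and -0.31 (-0.46 to -0.17) in the aposymbiotic library, from 575, 355 and 1073 reads in the *in vivo*, colonized and aposymbiotic libraries. For *pyg* of *S. puntauvense*, DN1565_c0_g1_i1, with 2176, 607 and 1380 reads, the ratios were -1.09 (-1.22 to -0.96) and -2.12 (-2.22 to -2.02). The *gpi* transcripts had fewer reads. DN36541_c0_g1_i2 of *S. carpocapsae* had 59, 44 and 88 reads and ratios of -0.90 (-1.51 to -0.32) in colonized and -0.63 (-1.13 to -0.14) in aposymbiotic IJs. DN30467_c0_g1_i1 of *S. puntauvense* had 105, 28 and 61 reads and ratios of -1.15 (-1.81 to -0.54) and -2.23 (-2.73 to -1.78). Every one of these ratios stayed below 0 under scaling to library totals, but the interval then reached 0 for 3 of them, -0.09 (-0.24 to 0.06) for *pyg* and -0.41 (-0.90 to 0.09) for *gpi* in aposymbiotic *S. carpocapsae* and -0.52 (-1.18 to 0.09) for *gpi* in colonized *S. puntauvense*.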

Whereas the glycogen synthetase *gys* appears to be downregulated in *S. carpocapsae* and down-regulation of UTP-glucose-1-phosphate uridylyltransferase *ugp2* was only observed in *S. puntauvense* (Figure 3A). 

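The *gys* transcript DN3065_c0_g3_i1 of *S. carpocapsae* had 184, 149 and 242 reads in the *in vivo*, colonized and aposymbiotic libraries, and its log2 ratios to *in vivo* were -0.79 (-1.11 to -0.47) and -0.82 (-1.10 to -0.53). The *ugp2* transcript DN830_c0_g1_i5 of *S. puntauvense*, with 63, 32 and 60 reads, had a ratio of -1.52 in aposymbiotic IJs, with an interval below 0. In colonized IJs its ratio was -0.23 (-0.89 to 0.41), not distinguishable from 0 at this depth, and 0.41 under scaling to library totals.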

Unfortunately, not enough data were collected for these transcripts to statistically analyzed their expression for the other species (gene count was inferior to 25).

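The *gys* transcript that Table S2 gives for *S. puntauvense*, DN4805_c0_g1_i4, had 6 reads in the *in vivo* library, 4 in the colonized and 7 in the aposymbiotic library, 17 in all.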

**Figure 3:**
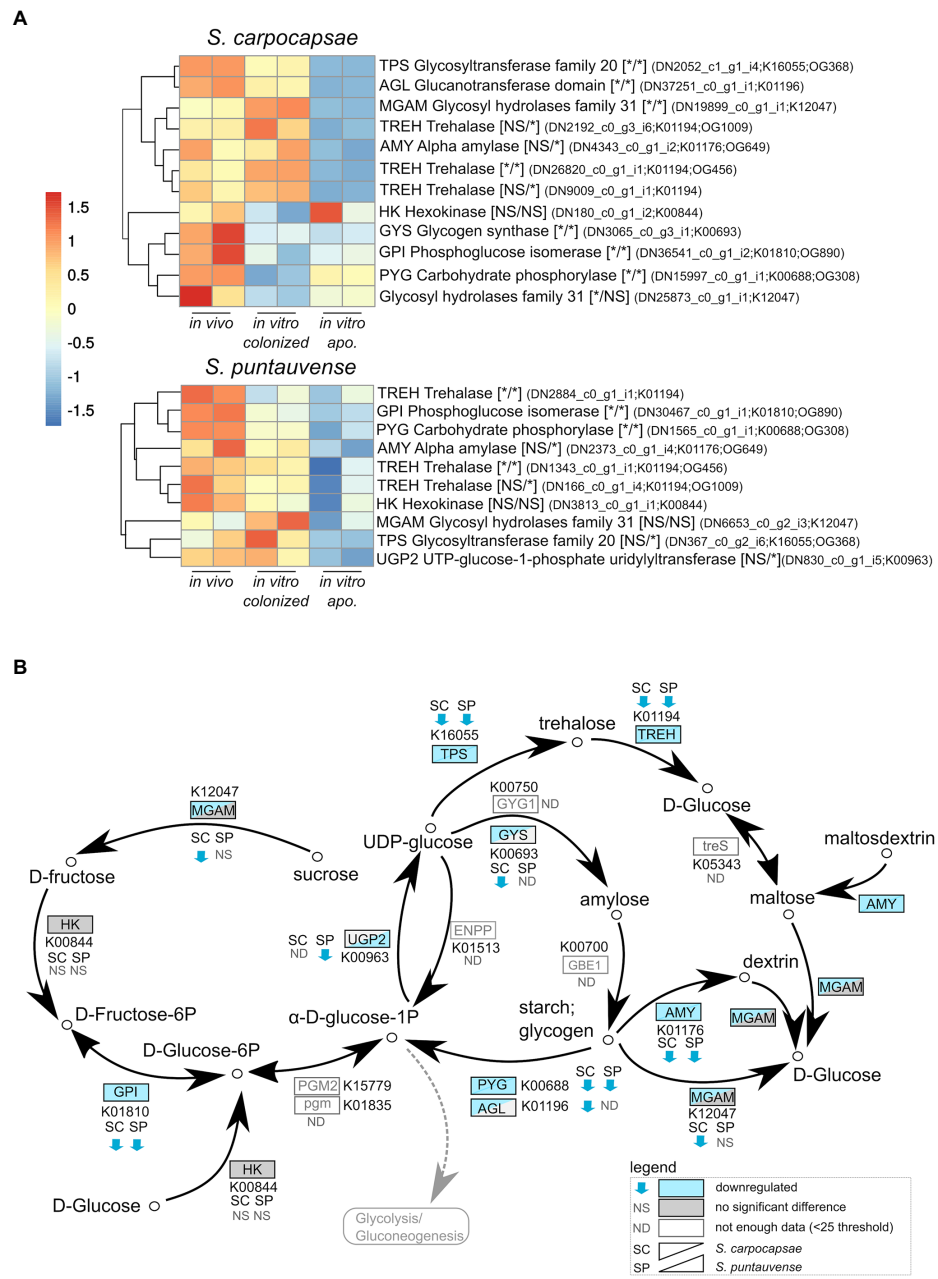
Transcriptomic analysis of genes involved in starch and sucrose metabolism. **(A)** heatmap of transcripts involved in the starch and sucrose metabolism for *Steinernema carpocapsae* and *Steinernema puntauvense* produced by pheatmap (values are centered and scaled in the row direction). For each condition, two technical replicates are showed in the heatmap. On the right side of the heatmap supplementary information is indicated including: annotation of the transcription (based on hmmer); significance of differentially expression based on cuffdiff and edgeR (* for significantly different and NS for not significant): first value for the *in vitro* colonized rearing condition and the second value for the *in vitro* aposymbiotic rearing condition; the name of the transcript; the KEGG pathway detected; when applicable the name of the orthogroup of the transcript shared between the two species (based on orthofinder analysis) is shown. **(B)** Map of the starch and sucrose metabolism pathway (ko00500), where the observed expression in the *in vitro* aposymbiotic reared IJs for both *Steinernema* species is shown.

Downregulation was also observed for transcripts involved in the trehalose metabolism in both species, such as the trehalase *treh* amylase *amy* or glycosyltransferases *tps* (Figure 3A). 

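The *amy* transcript DN4343_c0_g1_i2 of *S. carpocapsae* had 53, 78 and 42 reads in the *in vivo*, colonized and aposymbiotic libraries, with log2 ratios to *in vivo* of 0.07 (-0.45 to 0.60) in colonized and -1.53 (-2.17 to -0.94) in aposymbiotic IJs. *amy* of *S. puntauvense*, DN2373_c0_g1_i4, had 53, 22 and 24 reads. Its ratio was -2.56 (-3.37 to -1.89) in aposymbiotic IJs, and in colonized IJs -0.51 (-1.31 to 0.22), which turned to 0.12 under scaling to library totals. *tps* of *S. carpocapsae*, DN2052_c1_g1_i4, was lower in both *in vitro* libraries, with log2 ratios of -0.60 (-0.77 to -0.42) in colonized and -2.31 (-2.52 to -2.10) in aposymbiotic IJs, from 575 reads *in vivo*. The *tps* transcript of *S. puntauvense*, DN367_c0_g2_i6, had 19 reads *in vivo*, 16 in colonized and 2 in aposymbiotic IJs. Its ratios were 0.49 (-0.55 to 1.54) and -4.18 (-7.86 to -2.66), the former 1.12 under scaling to library totals.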

Interestingly, this downregulation appears stronger for the *in vitro* aposymbiotic IJs than *in vitro* colonized IJs, two *treh* transcripts appear exclusively downregulated in absence of the symbiont for *S. carpocapsae*, same tendency was observed for one *tps* transcript and one *tre* transcript in the case of *S. puntauvense*. 

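Of the 3 *treh* transcripts of *S. carpocapsae* in Fig. 3, DN2192_c0_g3_i6 and DN9009_c0_g1_i1 had log2 ratios of -3.14 (-4.70 to -2.04) and -3.96 (-5.26 to -3.05) in aposymbiotic IJs against *in vivo*, from 29 and 65 reads *in vivo* to 7 and 9. In colonized IJs their ratios, 0.48 (-0.18 to 1.19) and 0.27 (-0.18 to 0.74), did not differ from 0 at this depth. The other one, DN26820_c0_g1_i1, was lower in aposymbiotic IJs, at -0.91 (-1.03 to -0.80), and higher in colonized IJs, at 0.30 (0.20 to 0.41). In *S. puntauvense*, DN2884_c0_g1_i1 had ratios of -1.64 (-2.02 to -1.28) in aposymbiotic and -1.83 (-2.56 to -1.18) in colonized IJs. DN1343_c0_g1_i1 had -1.14 (-1.25 to -1.02) in aposymbiotic IJs, and -0.36 (-0.51 to -0.20) in colonized IJs, which became 0.28 under scaling to library totals. DN166_c0_g1_i4 had -1.11 (-1.69 to -0.56) in aposymbiotic IJs, and -0.61 (-1.46 to 0.17) in colonized IJs, where scaling to library totals gave -0.17 (-0.73 to 0.40) and 0.02.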

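Set directly against the colonized library, the aposymbiotic library had log2 ratios of 0.87 (0.69 to 1.05) for *pyg*, 0.27 (-0.26 to 0.83) for *gpi* and -0.03 (-0.33 to 0.28) for *gys* in *S. carpocapsae*, and the *gys* value was 0.17 under scaling to library totals. In *S. puntauvense*, *pyg* had -1.03 (-1.17 to -0.89) and *gpi* -1.08 (-1.76 to -0.39). For the trehalose pathway this ratio was -1.71 (-1.93 to -1.50) for *tps* and -1.22 (-1.32 to -1.12) for the *treh* transcript with the most reads in *S. carpocapsae*. In *S. puntauvense* it was -4.67 (-8.38 to -3.13) for *tps* and -0.78 (-0.93 to -0.63) for the most-read *treh* transcript, while DN2884_c0_g1_i1 had 0.18 (-0.48 to 0.91).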

In summary, our results suggest a strong downregulation of glycogen metabolism for both *in vitro* reared IJs, while for trehalose metabolism genes, they appear to be more downregulated in the *in vitro* aposymbiotic nematodes.

We verified the downregulation of these transcripts by analysis of the relative expression using RT-qPCR of four genes: *gys* glycogen synthetase, *pyg* carbohydrate phosphorylase, *gpi* phosphoglucose isomerase, and *tps* glycosyltransferases. In *S. carpocaspae*, we observed a tendency for down-regulation of three of these genes (*gys*, *gpi*, and *tps*) at least for *in vitro* aposymbiotic IJs but it was not statistically significant (Figure 4; Supplementary Table S5). For *S. puntauvense*, *gys*, *pyg*, and *gpi* were significantly downregulated only in the *in vitro* aposymbiotic IJ condition (Figure 4). However, a tendency for downregulation of the three genes was also observed in the *in vitro* colonized IJs reared but this difference was not statistically significant (Figure 4; Supplementary Table S5). A significant difference was observed in the *in vitro* reared IJs (colonized and aposymbiotic) for the relative expression of the *tps* gene. Similarly, the observed downregulation of *tps* was stronger in the *in vitro* aposymbiotic IJ condition but this difference was not statistically significant (Supplementary Table S5).

**Figure 4:**
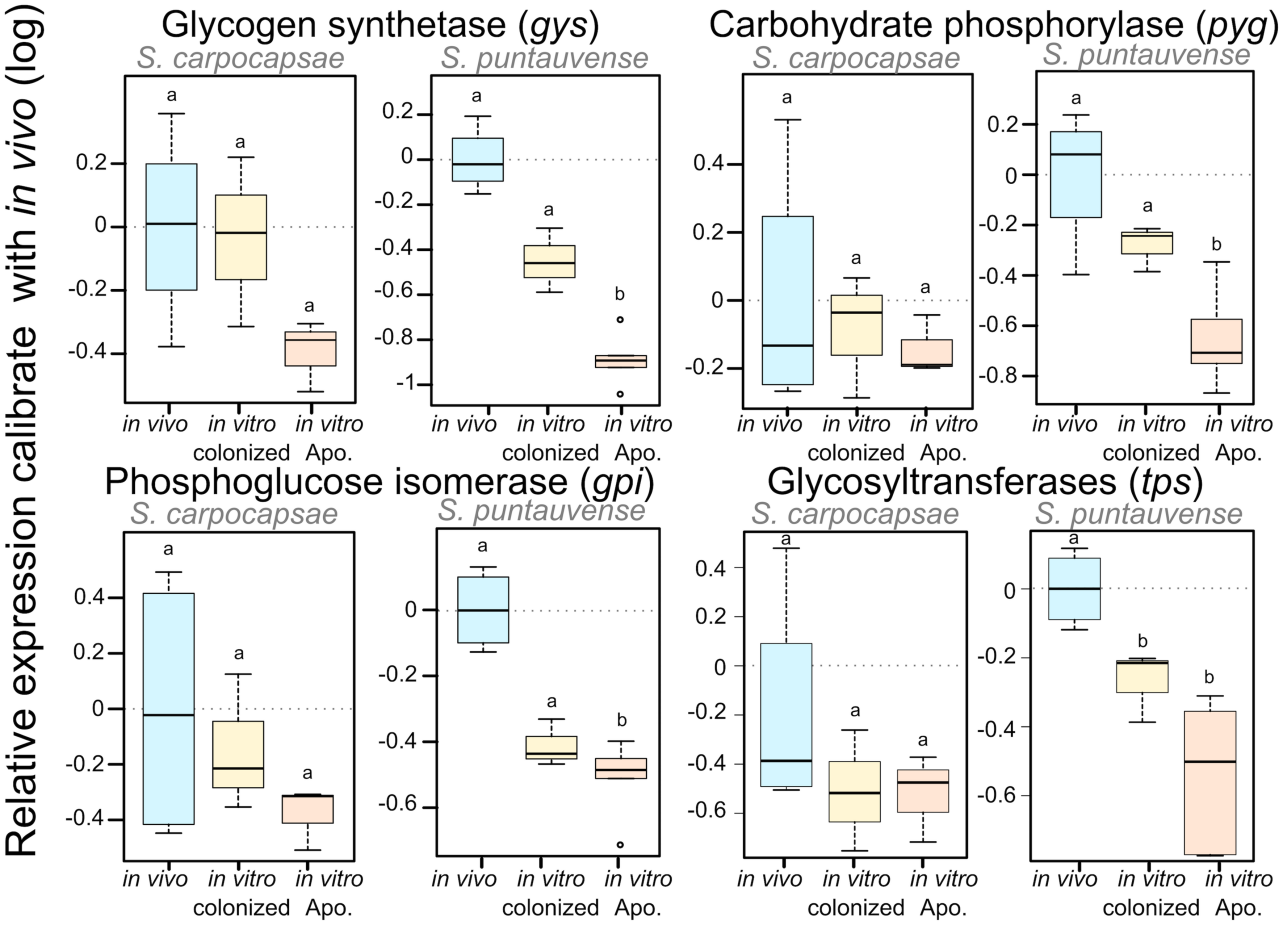
Boxplot of the relative expression of three transcripts involved in glycogen metabolism (*gys*, *pyg*, and *gpi*) using qRT-PCR. The relative expression was calculated using a modified Pfaffl model normalized with the two-housekeeping actin and MCM genes and calibrated with the value detected for the *in vivo* reared nematodes’ RNA. Boxplot shows the log of the calculated relative expression. Differential expression was tested by either one way ANOVA associated with *post-hoc* Tukey’s HSD or the non-parametric Kruskal-wallis rank sum associated with multiple pairwise comparisons using the Dunn’s test according to applicable condition. Bars labeled with the same letter are not significantly different from each other. Details of statistical test are shown in Supplementary Table S5.

With respect to glycogen content, our observations showed that for both *Steinernema* species, IJs rear in *in vivo* present higher level of glycogen storage than nematodes reared *in vitro* under either condition (colonized or aposymbiotic; Figure 5). The difference appears to be significant for *S. puntauvense*; however, statistical analyses could not be performed on *S. carpocapsae* due to limit of available samples (Supplementary Table S5). Neither species displayed a difference in glycogen content for either *in vitro* condition, suggesting that the incidence of the symbiont has no effect on glycogen storage.

**Figure 5:**
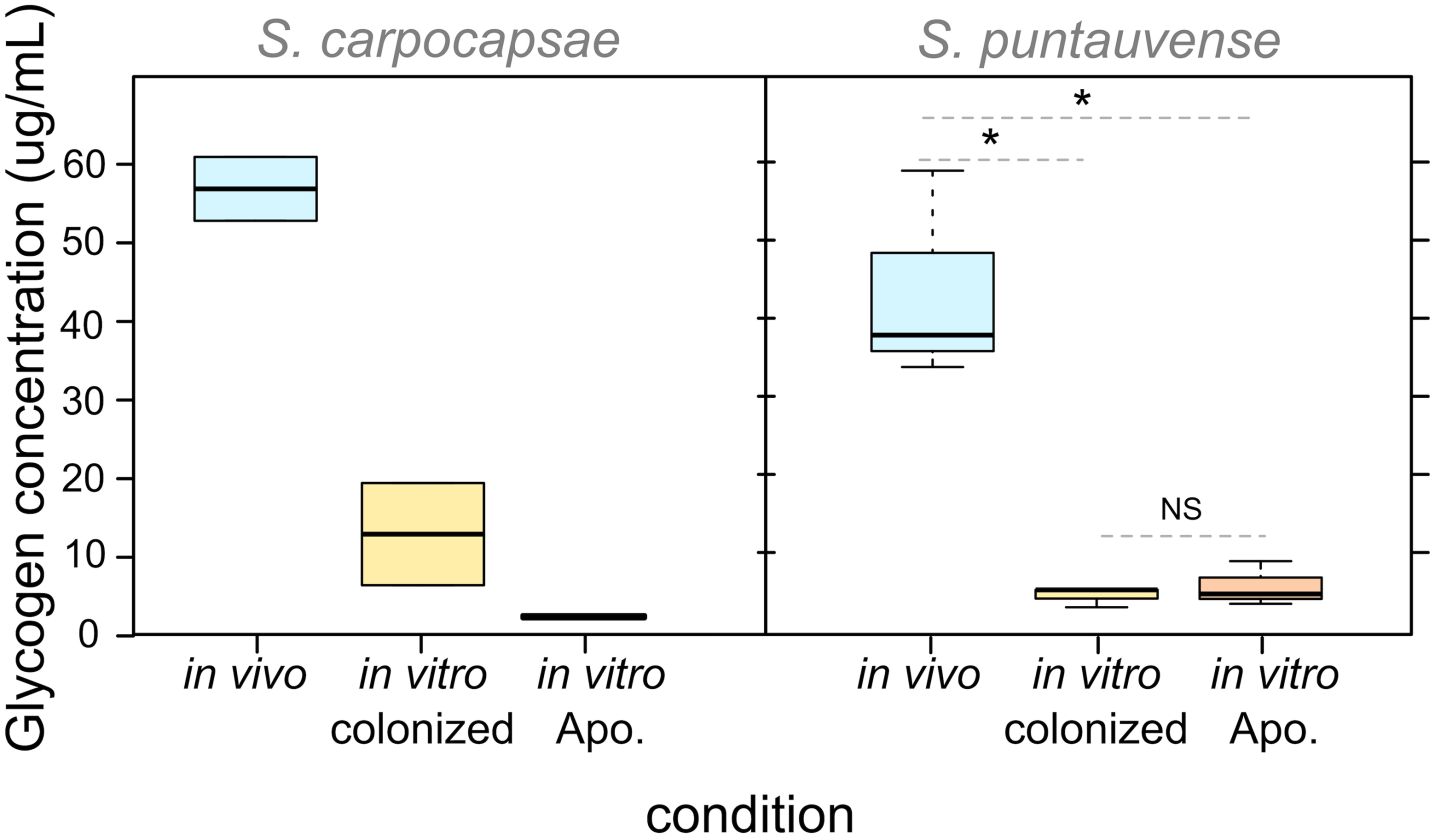
Boxplot of glycogen concentration detected in pool of 10,000 IJs reared in the three studied conditions (*in vivo*, *in vitro* colonized, and *in vitro* aposymbiotic). Their differential expression was tested by a non-parametric Kruskal-Wallis rank sum associated with multiple pairwise comparisons using the Dunn’s test (see detail in Supplementary Table S5). Asterix (*) indicates significant difference (value of *p* < 0.05), “NS” indicates no significant difference. Statistical tests were not performed on *S. carpocapsae* data due to the low number of replicates.

### Downregulation of Arginine Metabolism

A detailed analysis on the expression of transcript involved in the arginine and proline metabolism (ko00330) was performed based on the KEGG enrichment results. Downregulation of numerous transcripts was observed for *in vitro* aposymbiotic condition for both of the tested *Steinernema* species (Figure 6). In particular, the transcripts involved in the arginine pathway, arginase/deacetylase *arg* (K01476) and arginase kinase *argk* (K00934) are downregulated for both species (a more significant difference was observed for *S. carpocaspae*; Figure 6A). 

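The *arg* transcript DN36708_c0_g1_i1 of *S. carpocapsae* fell from 2097 reads in the *in vivo* library to 751 in the larger aposymbiotic library, a log2 ratio of -2.69 (-2.82 to -2.57). *arg* of *S. puntauvense*, DN5767_c0_g1_i1, had 43 reads *in vivo* and 66 in aposymbiotic IJs, a ratio of -0.84 (-1.42 to -0.26) that turned to 0.11 under scaling to library totals. The 3 *argk* transcripts of *S. carpocapsae* had aposymbiotic ratios of 0.07 (-0.06 to 0.19) for DN31146_c0_g1_i1 (0.29 under library totals), -0.72 (-1.08 to -0.37) for DN2529_c4_g1_i1 and -0.81 (-0.94 to -0.69) for DN2529_c3_g1_i1. Those of *S. puntauvense* had -2.92 (-3.19 to -2.67) for DN2056_c0_g2_i2, -1.93 (-2.25 to -1.62) for DN2980_c0_g1_i5 and -0.96 (-1.04 to -0.88) for DN2056_c0_g1_i1, which has the most reads of the 3 (2353 *in vivo*). Under library totals the interval of this last ratio was -0.08 to 0.08, so that its fall was gone.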

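In colonized IJs of *S. carpocapsae*, the log2 ratio to *in vivo* was -2.12 (-2.24 to -1.99) for *arg*, and -0.66 (-0.81 to -0.50), -1.52 (-2.01 to -1.06) and -1.10 (-1.25 to -0.95) for the *argk* transcripts DN31146_c0_g1_i1, DN2529_c4_g1_i1 and DN2529_c3_g1_i1.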

Interestingly, our transcriptomic data suggest that there is a downregulation of arginine system transcripts in *in vitro* reared IJs (both colonized and aposymbiotic) in *S. carpocapsae*. However, in *S. puntauvense*, arginine genes are only downregulated in the *in vitro* aposymbiotic nematodes. This is also the case for transcripts encoding the proline dehydrogenase *prodh* (K00318), which seem to be downregulated mainly in aposymbiotic nematodes in both species.

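In colonized IJs of *S. puntauvense*, *arg* had a log2 ratio to *in vivo* of 0.41 (-0.28 to 1.09), within counting error of 0 with TMM factors, and 1.04 (0.35 to 1.73) under library totals. Among the *argk* transcripts, DN2056_c0_g2_i2 had -1.99 (-2.37 to -1.63), from 482 reads to 72, and DN2980_c0_g1_i5 had -0.85 (-1.27 to -0.45), from 206 to 68, or -0.21 (-0.63 to 0.19) under library totals. DN2056_c0_g1_i1 had -0.11 (-0.21 to -0.01), which became 0.53 under scaling to library totals.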

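The *prodh* transcript DN532_c0_g2_i1 of *S. carpocapsae* had log2 ratios to *in vivo* of -0.78 (-0.94 to -0.61) in aposymbiotic and -0.06 (-0.23 to 0.10) in colonized IJs, with 523, 701 and 708 reads in the *in vivo*, colonized and aposymbiotic libraries. Of 2 *prodh* transcripts of *S. puntauvense*, DN5066_c0_g1_i2 had 42, 31 and 48 reads and ratios of -1.26 (-1.90 to -0.64) in aposymbiotic and 0.31 (-0.41 to 1.02) in colonized IJs, which were -0.31 (-0.94 to 0.32) and 0.94 (0.23 to 1.65) under library totals. DN1718_c1_g1_i1, with 577, 816 and 5587 reads, was higher in both, at 1.81 (1.69 to 1.94) and 1.25 (1.09 to 1.41).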

**Figure 6:**
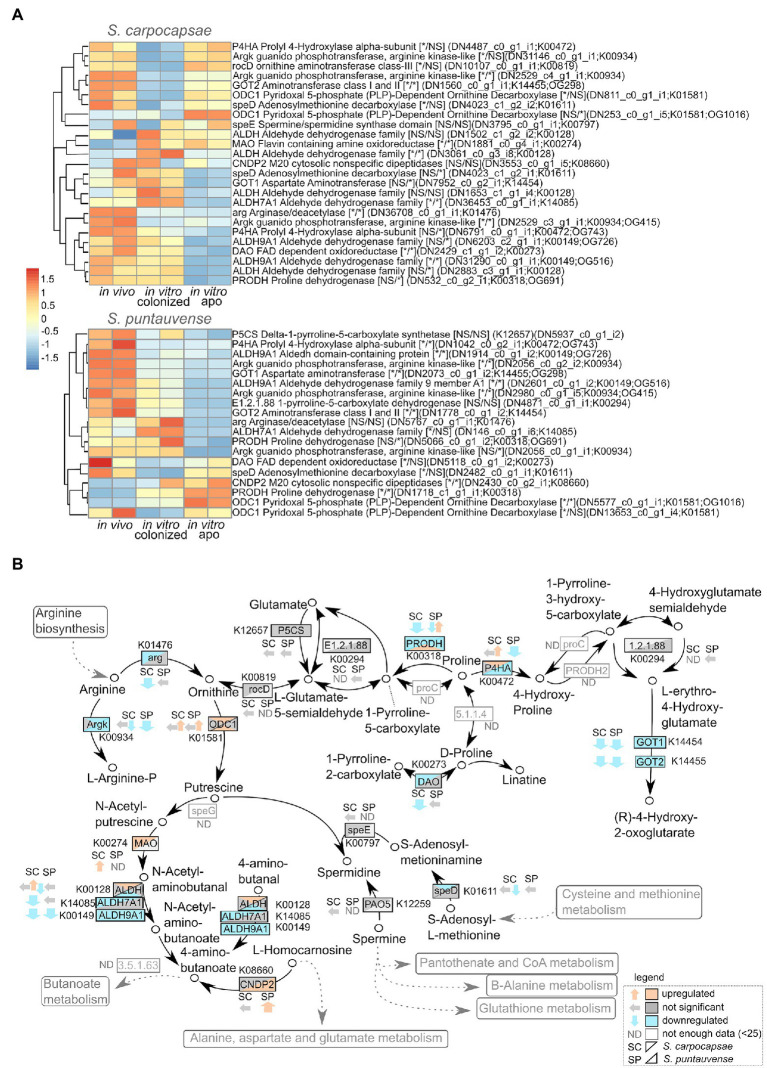
Transcriptomic analysis of genes involved in the arginine and proline metabolism. **(A)** Heatmap of transcripts involved in the arginine and proline metabolism for the species *S. carpocapsae* and *S. puntauvense* produced by pheatmap (values centered and scaled in the row direction). For each condition, two technical replicates are showed in the heatmap. On the right side of the heatmap supplementary information is indicated including: annotation of the transcription (based on hmmer); significance of differentially expression based on cuffdiff and edgeR, “*” denotes significant difference, NS for not significant; first value is for the *in vitro* colonized rearing condition and second value is for the *in vitro* aposymbiotic rearing condition; the name of the transcript; the KEGG pathway detected; if applicable the name of the orthogroup that belongs to the transcript shared between the two nematode species (based on orthofinder analysis). **(B)** Map of the starch and arginine and proline metabolism pathway (ko00330) where observed expression in the *in vitro* aposymbiotic reared nematodes for both *Steinernema* species is shown.

We used the qRT-PCR to study the relative expression of the arginase gene (K01476). For *S. carpocapsae*, the relative gene expression of the arginase is significantly downregulated for the *in vitro* aposymbiotic IJs, while there was no significant differential expression in *S. puntauvense* (Figure 7; Supplementary Table S5).

**Figure 7:**
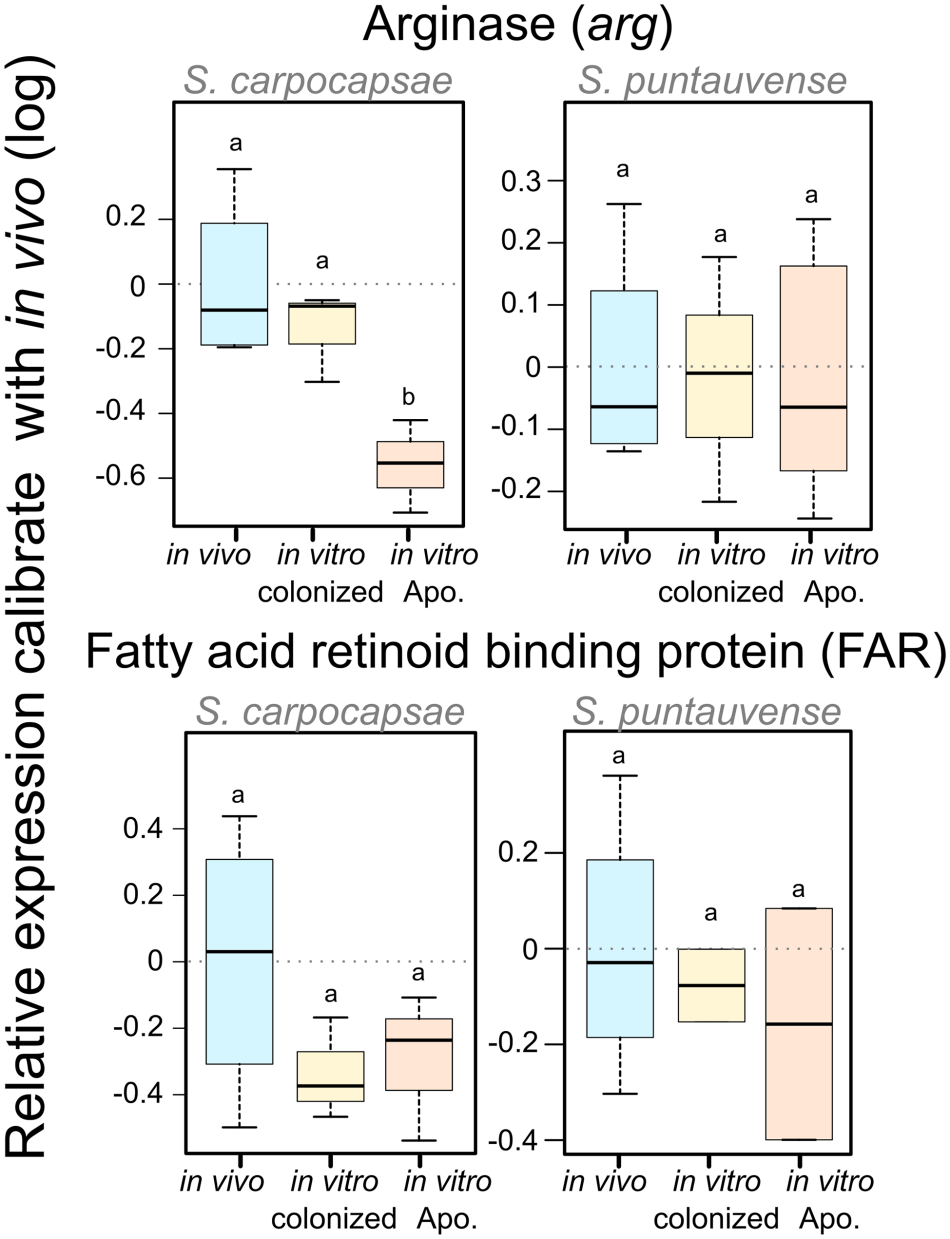
Boxplot of the relative expression of one transcript involved in trehalose metabolism (*tps*), one transcript involved in arginine metabolism (*arg*) and one transcript coding FAR protein using qRT-PCR. The relative expression was calculated using a modified Pfaffl model normalized with the two-housekeeping genes, actin and MCM that was calibrated with the value detected for the *in vivo* reared IJs’ RNA. Boxplot presents the log of the calculated relative expression. Differential expression was tested by either one way ANOVA associated with *post-hoc* Tukey’s HSD or the non-parametric Kruskal-Wallis rank sum associated with multiple pairwise comparisons using the Dunn’s test according to applicable condition. Bars labeled with the same letter are not significantly different from each other. See statistical test details in Supplementary Table S5.

### Regulation of the Longevity Metabolic Pathway

Based on the KEGG enrichment results suggesting differential expression of transcripts involved in the longevity metabolism pathway (ko04212), we examined the expression of transcripts involved in this pathway (Figure 8). First, we focused on genes involved in insulin/insulin-like signaling (IIS) pathway. The protein tyrosine kinase *daf-2* homolog of insulin-like growth factor 1 receptor (K04527) showed a tendency (not significant) of downregulation in the *in vitro* reared condition in *S. puntauvense* while a significant lower expression was observed in the *in vitro* aposymbiotic IJs in *S. carpocaspae*. 

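The *daf-2* transcript DN8712_c0_g1_i2 of *S. puntauvense* had 32, 13 and 64 reads in the *in vivo*, colonized and aposymbiotic libraries. Its log2 ratios to *in vivo*, -0.54 (-1.60 to 0.42) in colonized and -0.46 (-1.10 to 0.19) in aposymbiotic IJs, were within counting error of 0 and became 0.09 and 0.49 under scaling to library totals. Of 2 *daf-2* transcripts of *S. carpocapsae*, DN30623_c0_g1_i1 had an aposymbiotic ratio of -0.55 (-0.97 to -0.13), from 81, 113 and 128 reads, and DN2291_c0_g1_i26 one of 0.11 (-0.15 to 0.37). Under library totals these were -0.33 (-0.74 to 0.09) and 0.33 (0.07 to 0.60).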

Unfortunately, numerous genes involved in the IIS pathway such as the phosphatidylinositol 3-kinase *age-1* or the homolog of Forkhead box protein O *daf-16* exhibited low number of transcripts (below the established threshold of 25 gene count), thus we were unable to analyze their expression (Figure 8). Similarly, for genes involved in the mTOR signaling pathway, our analysis showed that there was a tendency for downregulation of the protein kinase *rsks/S6K* genes in *in vitro* aposymbiotic *S. carpocapsae* IJs, and an upregulation in the *in vitro* colonized condition.

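The *rsks/S6K* transcript DN1252_c0_g1_i2 of *S. carpocapsae* had 89, 157 and 171 reads in the *in vivo*, colonized and aposymbiotic libraries. Its log2 ratio to *in vivo* was -0.27 (-0.65 to 0.11) in aposymbiotic and 0.33 (-0.05 to 0.72) in colonized IJs, both within counting error of 0, and the ratio of aposymbiotic to colonized IJs was -0.60 (-0.92 to -0.28).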

**Figure 8:**
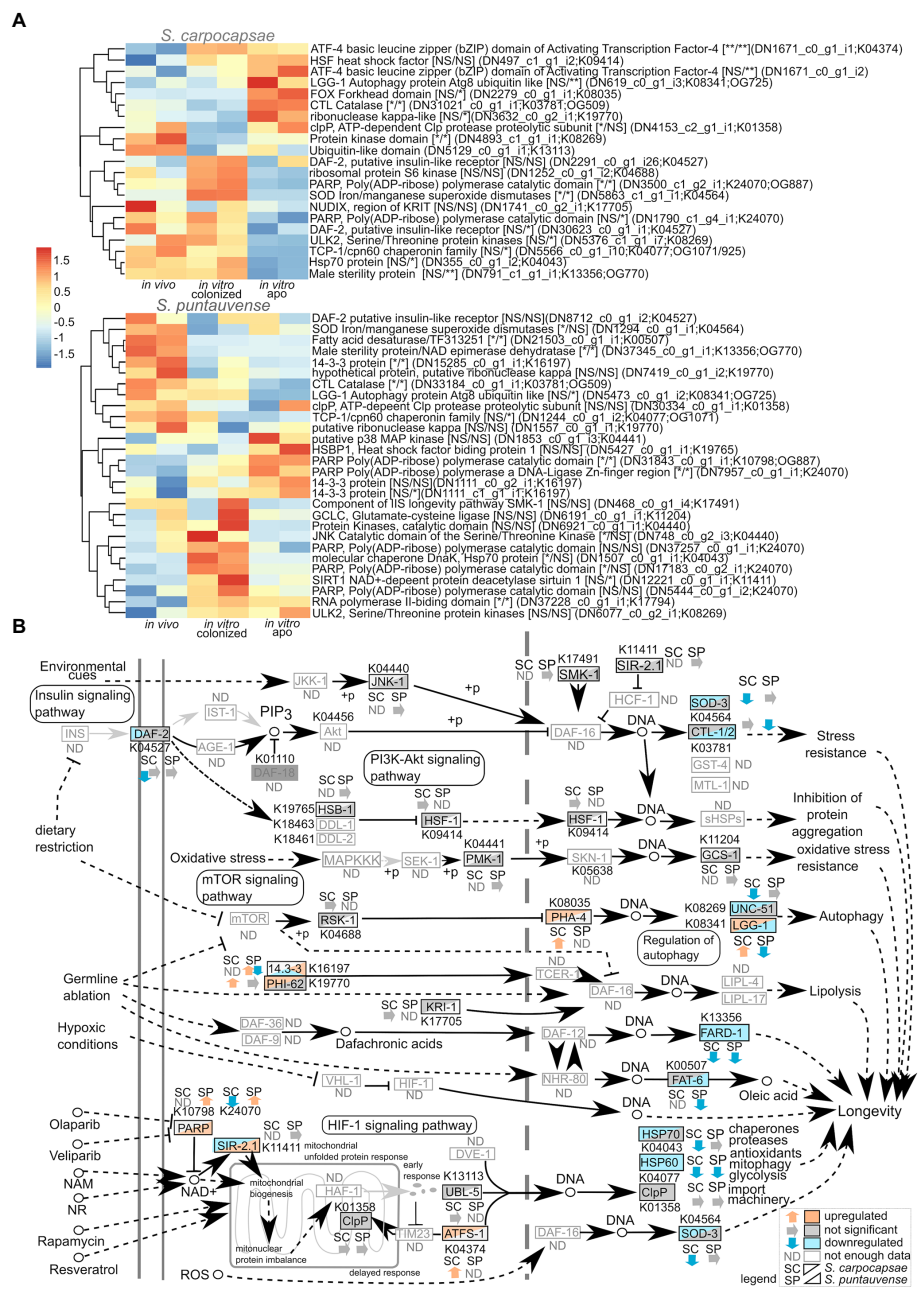
Transcriptomic analysis of genes involved in the longevity regulating pathway. **(A)** Heatmap of transcripts expression involved in the longevity regulating pathway for the species *S. carpocapsae* and *S. puntauvense* produced by pheatmap (values centered and scaled in the row direction). For each condition, the two technical replicates are showed in the heatmap. On the right side of the heatmap supplementary information is indicated including: annotation of the transcription (based on hmmer); significance of differential expression based on cuffdiff and edgeR (“*” denotes statistical significant difference, NS indicates no significant difference), first value for the *in vitro* colonized rearing condition and the second value for the *in vitro* aposymbiotic rearing condition; the name of the transcript; the KEGG pathway detected; if applicable, the name of the orthogroup that belongs to the transcript shared among the two species (based on orthofinder analysis). **(B)** Map of the longevity regulating pathway in nematodes (ko04212) where the observed expression in the *in vitro* aposymbiotic reared nematodes for *Steinernema* species is shown.

We also focused on several stress resistance associated genes which changes in expression could indicate different mechanism influencing IJ longevity. 

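The transcript that Fig. 8 labels *sod-3* in *S. carpocapsae*, DN5863_c1_g1_i1, had 8375 reads in the *in vivo* library, 57231 in the colonized library and 20 in the aposymbiotic library. Its log2 ratio to *in vivo* was -9.87 (-10.64 to -9.30) in aposymbiotic and 2.29 (2.25 to 2.32) in colonized IJs. It is 1 of the transcripts near-absent from the aposymbiotic library alone, the library in which Table S3 counts almost no symbiont reads. Whether its reads come from the nematode or from the symbiont could not be told.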

Our results suggest downregulation of iron/manganese superoxide diamutases *sod-3* (K04564) of aposymbiotic (*in vitro* reared) *S. carpocapsae* IJs. 

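The *sod-3* transcript of *S. puntauvense*, DN1294_c0_g1_i1, had 962, 412 and 2254 reads in the *in vivo*, colonized and aposymbiotic libraries. Its log2 ratio to *in vivo* was -0.24 (-0.35 to -0.13) in aposymbiotic and -0.47 (-0.64 to -0.31) in colonized IJs, and both turned positive, to 0.72 and 0.16, under scaling to library totals.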

With respect to *S. puntauvense*, a tendency for downregulation for *sod-3* was also observed in the *in vitro* aposymbiotic condition while significant downregulation was observed in the *in vitro* colonized IJs. With respect to catalase *ctl-1/2* (K03781), contrasting results were observed when comparing *in vitro* aposymbiotic IJs in both species, with an upregulation for *S. carpocapsae* and a down-regulation for *S. puntauvense*. 

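In aposymbiotic IJs, the log2 ratio to *in vivo* of *ctl-1/2* was 0.82 (0.62 to 1.02) for DN31021_c0_g1_i1 of *S. carpocapsae*, with 256 reads *in vivo* and 1047 in aposymbiotic IJs. It was -0.78 (-0.92 to -0.65) for DN33184_c0_g1_i1 of *S. puntauvense*, with 732 and 1173 reads, which turned to 0.17 under scaling to library totals. In colonized IJs the ratios were -0.38 (-0.63 to -0.13) in *S. carpocapsae* and -0.34 (-0.52 to -0.15) in *S. puntauvense*, the latter 0.30 under scaling to library totals. The difference between the species was not tested.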

A similar trend was depicted for genes involved in regulation of autophagy such as the autophagy protein *lgg-1*/*atg8* (K08341) or protein kinase *ulk2/unc-51* (K08269). Upregulation in the *in vitro* aposymbiotic condition was observed for *lgg-1* for *S. carpocapsae* whereas a downegulation was denoted for *S. puntauvense*. 

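The *lgg-1* transcript DN619_c0_g1_i3 of *S. carpocapsae* had 64 reads *in vivo* and 225 in aposymbiotic IJs, a log2 ratio of 0.60 (0.19 to 1.02). DN5473_c0_g1_i2 of *S. puntauvense* had 129 and 184 reads and a ratio of -0.95 (-1.29 to -0.62), which reached 0.01 under scaling to library totals. In colonized IJs the ratios, 0.07 (-0.41 to 0.55) and -0.17 (-0.62 to 0.26), were within counting error of 0 with TMM factors, and that of *S. puntauvense* was 0.46 (0.02 to 0.90) under library totals.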

Gene *ulk2/unc-51* was down-regulated in *S. carpocapsae in vitro* aposymbiotic IJs while no significant difference was observed for *S. puntauvense in vitro* reared IJs (colonized and aposymbiotic). 

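Fig. 8 shows 2 *ulk2/unc-51* transcripts of *S. carpocapsae*. DN4893_c1_g1_i1, with 744, 442 and 1173 reads in the *in vivo*, colonized and aposymbiotic libraries, had log2 ratios to *in vivo* of -0.56 (-0.69 to -0.42) in aposymbiotic and -1.24 (-1.41 to -1.07) in colonized IJs. DN5376_c1_g1_i7, with 20, 34 and 1 reads, had -4.76 (-10.91 to -2.89) in aposymbiotic and 0.27 (-0.56 to 1.15) in colonized IJs. In *S. puntauvense*, DN6077_c0_g2_i1 had 0.12 (-0.26 to 0.51) and 0.12 (-0.43 to 0.65), both within counting error of 0 with TMM factors, but 1.07 (0.70 to 1.47) and 0.75 (0.20 to 1.29) under library totals.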

Downregulation of the chaperone proteins, heat shock protein *hsp70* and *hsp60* important to resistance of stress condition was observed in the *in vitro* reared aposymbiotic IJs for both species (only tendency was observed for *hsp70* in *S. puntauvense*).

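In *S. carpocapsae*, the *hsp70* transcript DN355_c0_g1_i2 had 31, 42 and 2 reads in the *in vivo*, colonized and aposymbiotic libraries and the *hsp60* transcript DN5566_c0_g1_i10 had 34, 32 and 1. Their log2 ratios of aposymbiotic to *in vivo* IJs were -4.73 (-8.28 to -3.19) and -5.52 (-11.65 to -3.73). In colonized IJs their ratios to *in vivo*, -0.05 (-0.75 to 0.67) and -0.57 (-1.32 to 0.17), were within counting error of 0. Like the *sod-3* transcript of this species, both were thus low in the aposymbiotic library alone. Whether their reads come from the nematode or from the symbiont was not examined, so a fall of nematode chaperones is not shown. In *S. puntauvense*, *hsp60* DN1244_c0_g1_i2 had 2137, 1080 and 4666 reads and a ratio of -0.34 (-0.41 to -0.26), and *hsp70* DN1507_c0_g1_i1 had 4794, 3581 and 12776 reads and a ratio of -0.05 (-0.10 to -0.0034). Both turned positive under scaling to library totals, to 0.62 and 0.91.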

To test the expression of transcripts involved in the longevity metabolism pathway, we evaluated the relative expression by qRT-PCR of six genes: *sod-3*, *ctl-1/2*, *lgg-1*, *ulk2/unc-51*, *daf-2*, and *hps70*. We demonstrated a significant lower relative expression for: *lgg-1* in *S. carpocapsae in vitro* aposymbiotic IJs, *ctl1/2* in *S. puntauvense in vitro* aposymbiotic IJs and *sod-3* in the *in vitro* aposymbiotic IJs of both species (Figure 9; Supplementary Table S5). Only a tendency for downregulation was observed for at least the *in vitro* aposymbiotic condition for: *ctl-1/2* for *S. carpocapsae*, *lgg-1*, *ulk2/unc-51* and *hsp70* for *S. puntauvense* (optimization of qPCR for *ulk2*/*unc51* was not successful for *S. carpocapsae*; Figure 9). The qRT-PCR did not support contrasting results between the two *Steinernema* species for the expression *ctl1/2* or *lgg-1* as suggested by the transcriptomic analysis. However, the qRT-PCR was based on different RNA samples than those used for the transcriptomic analysis, and this may explain this may outcome. In addition, for *S. carpocapsae* the values obtained for *in vivo* reared IJs exhibited high variability which impacted further statistical analyses.

**Figure 9:**
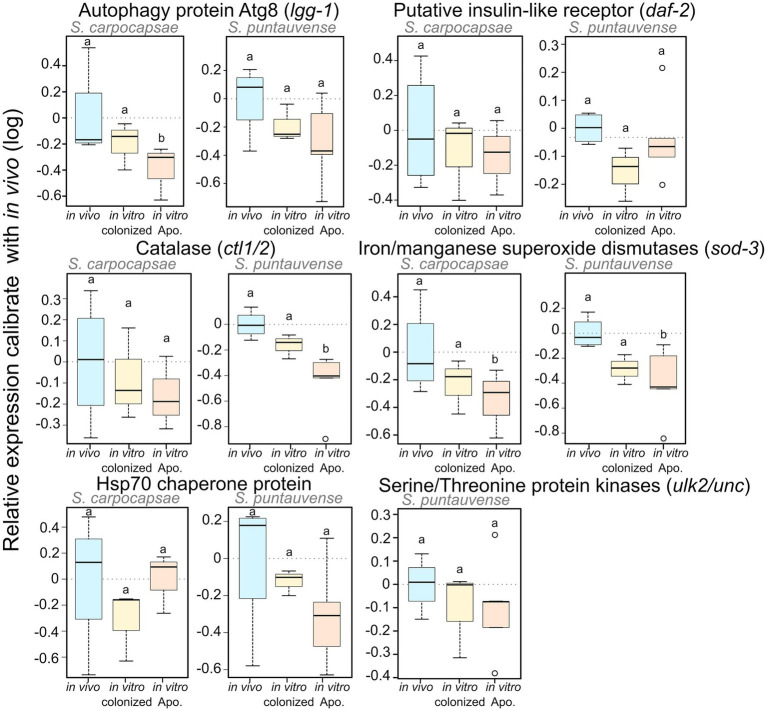
Boxplot of the relative expression of six transcripts involved in longevity regulating pathway (*lgg-1*, *daf-2*, *ctl1/2*, *sod-3*, *hsp70*, and *ulk2/unc*) using qRT-PCR. The relative expression was calculated using a modified Pfaffl model normalized with the two housekeeping genes, actin and MCM and calibrate with the value detected for the *in vivo* reared nematodes RNA. Boxplot present the log of the calculated relative expression. Differential expression was tested by either one way ANOVA associated with *post-hoc* Tukey’s HSD or the non-parametric Kruskal-Wallis rank sum associated with multiple pairwise comparisons using the Dunn’s test according to applicable condition. Bars labeled with the same letter are not significantly different from each other. See details of statistical test in Supplementary Table S5.

### Absence of the Symbiont Induces Change of Expression of the Venom Protein

Along with the analysis of the differential expressed genes, we observed classes of genes not directly associated with metabolic pathway but previously described in excreted/secreted (ES) products of *Steinernema* (Dillman et al., 2015; Lu et al., 2017). In total, 472 proteins, named as venom protein, were described in ES product of *S. carpocapsae* (Lu et al., 2017). 

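All 126 transcripts of Table S6 are in the deposited *S. carpocapsae* values, each with more than 25 reads over the 3 libraries.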

We identified 126 transcripts homologous to venom proteins in the produced transcriptomic assembly of *S. carpocapsae* (Supplementary Table S6). Among these transcripts, we observed some proteins classes to be more abundant, including actin p (*n* = 8), ubiquitin (*n* = 10), trypsin serine protease or trypsin inhibitor (*n* = 7), serine carboxypeptiase (*n* = 4), and fatty acid and retinol-binding proteins (*n* = 5; Supplementary Table S6). Eighty-two of these transcripts exhibited significant differences in their expression when comparing colonized *in vivo* with aposymbiotic *in vitro* reared IJs. Similarly, 77 transcripts showed differential expression when contrasting colonized *in vivo* reared and colonized *in vitro* IJs (Figure 10). 

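Of the 126 venom protein transcripts, the lane test called 68 between the aposymbiotic and *in vivo* libraries, 32 higher and 36 lower in aposymbiotic IJs. Over all 126 transcripts the median size of the log2 ratio was 0.61, above the medians of 99.7% of 10000 random lists of *S. carpocapsae* transcripts matched on expression, which had a median of 0.46. The random lists were not matched on gene family. Members of families in the venom list, such as actin and ubiquitin, can move together, so the spread of such random lists may be too narrow. The largest changes were -4.26 (-5.24 to -3.52) for DN557_c1_g1_i19 and -3.20 (-3.53 to -2.91) for DN3248_c2_g1_i1, both hypothetical proteins, 3.05 (2.09 to 4.34) for the saposin-like DN36956_c0_g1_i1 and 2.17 (2.00 to 2.35) for the actin DN200_c0_g1_i9.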

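Between the colonized and *in vivo* libraries, 46 of these transcripts were called, 13 higher and 33 lower in colonized IJs. Their median size of change was 0.49, against 0.26 for matched random lists. The largest falls were -3.44 (-4.78 to -2.45) for the C-type lectin DN592_c2_g1_i1 and -2.21 (-3.26 to -1.33) for the FAR protein DN2266_c2_g1_i1, and the largest rises were 2.81 (1.44 to 4.85) and 2.59 (1.44 to 4.17) for the trypsins DN867_c0_g2_i1 and DN3931_c0_g1_i1.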

In total, 21 transcripts were down-regulated, and 27 transcripts were upregulated only in the *in vitro* aposymbiotic condition (Figure 10). 

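By the lane test, 25 venom protein transcripts were higher in aposymbiotic but not in colonized IJs, and 21 were lower in aposymbiotic but not in colonized IJs, 18 of them with no call in colonized IJs. A call in 1 library and none in the other does not show that the libraries differ. In the direct comparison of aposymbiotic with colonized IJs, the median size of change over the list was 0.64, against 0.52 for matched random lists, 95% of which lay between 0.40 and 0.64.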

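Among the venom protein transcripts, the lane test called 7 higher in aposymbiotic and lower in colonized IJs, 7 higher in both and 15 lower in both.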

Among the 27 upregulated genes, 14 were downregulated in the *in vitro* colonized nematodes. These results suggest that absence of *Xenorhabdus* symbionts may influence the secretion of venom proteins.

**Figure 10:**
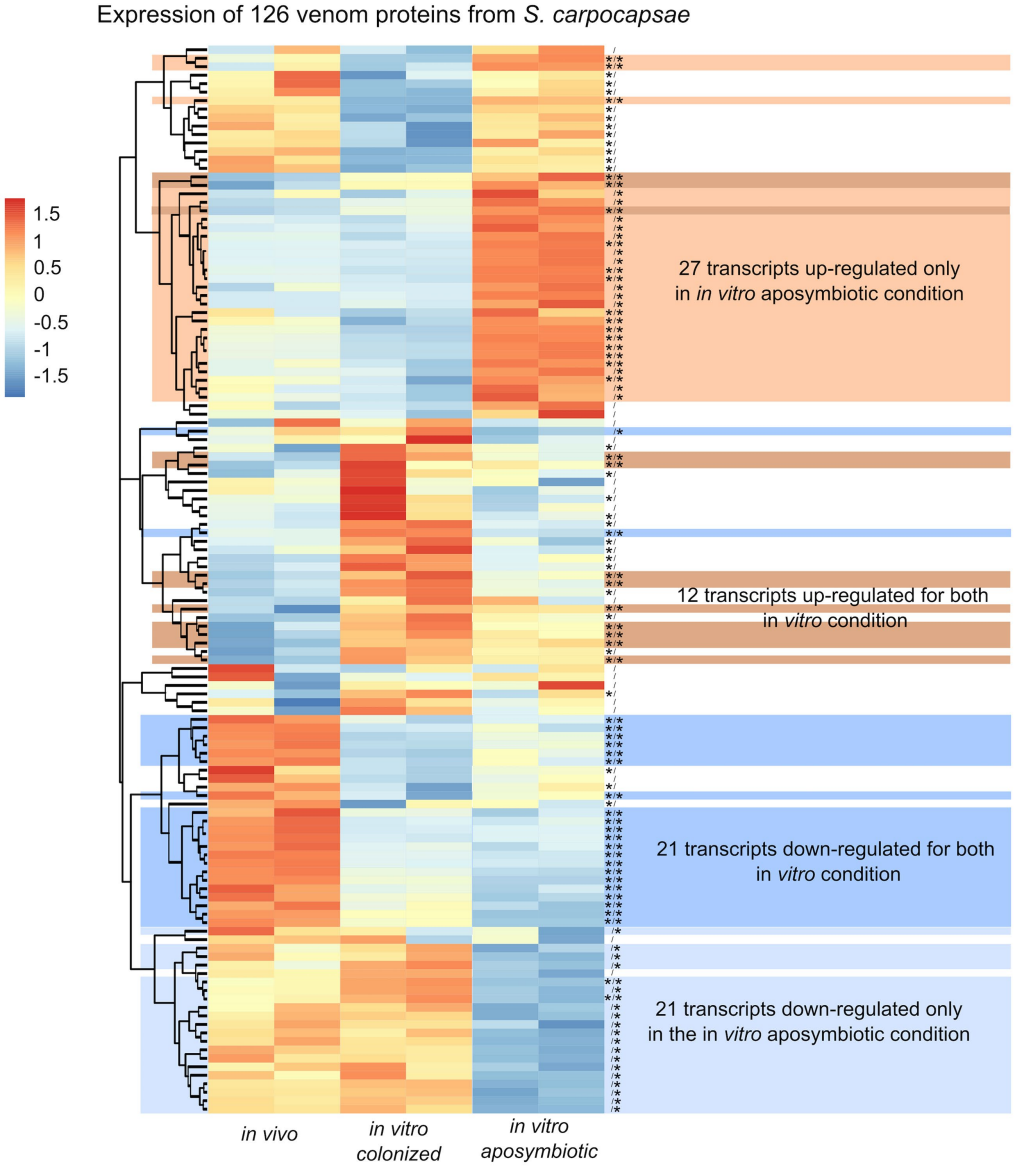
Heatmap of *S. carpocapsae* transcripts expression homologous to identified *S. carpocapsae* venom proteins by pheatmap. On the right side of the heatmap supplementary information are indicated: significance of differentially expression based on cuffdiff and edgeR (* for significantly different or bank for not significant), first value for the *in vitro* colonized rearing condition and the second value for the *in vitro* aposymbiotic rearing condition; group of transcript associated with differential expression only in the *in vitro* aposymbiotic reared nematodes or for both *in vitro* (colonized and aposymbiotic) reared nematodes.

We further focused on a differentially expressed transcript that is specifically related to symbiont loss (Figure 11). First, we analyzed expression of 15 transcripts encoding fatty acid and retinol-binding (FAR) proteins in both nematode hosts. Most of these transcripts for both species exhibited a significant differential expression of transcripts in aposymbiotic IJs reared *in vitro* (Figure 11). For *S. carpocapsae*, six transcripts were upregulated, and the five others were downregulated, while for *S. puntauvense*, seven transcripts were upregulated and four were downregulated. 

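Of the 15 FAR transcripts of *S. carpocapsae* in Fig. 11, the lane test called 6 higher and 3 lower in aposymbiotic than in *in vivo* IJs, and 0 higher and 7 lower in colonized IJs. The largest changes in aposymbiotic IJs were log2 ratios of 2.19 for DN4826_c1_g1_i1, 1.51 for DN2698_c0_g1_i2, -1.25 for DN16227_c0_g1_i1 and -1.35 for DN15073_c0_g1_i1. Of the 15 FAR transcripts of *S. puntauvense*, 4 were called higher and 1 lower in aposymbiotic IJs, and 0 higher and 2 lower in colonized IJs. The extremes here were 1.52 for DN3048_c0_g1_i3, 1.00 for DN3955_c0_g2_i1, -1.34 for DN2833_c0_g3_i3 and -1.65 for DN9931_c0_g1_i1. The aposymbiotic ratio was below 0 for 8 of the 15 in *S. carpocapsae* and for 7 in *S. puntauvense*, and for 5 and 3 of them under scaling to library totals.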

Second, we analyzed the expression of transcripts encoding the ubiquitin that we observed in high number among the venom proteins. More ubiquitin protein appears to be downregulated (eight for *S. carpocapsae* and 13 for *S. puntauvense*) than upregulated in the *in vitro* aposymbiotic condition (four for *S. carpocapsae* and four for *S. puntauvense*). 

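Of the 15 ubiquitin transcripts of *S. carpocapsae* in Fig. 11, 14 were found in the deposited values. The lane test called 0 of them higher and 5 lower in aposymbiotic than in *in vivo* IJs. The aposymbiotic log2 ratio was below 0 for 10 and above 0 for 4 of them, and below 0 for 8 and above 0 for 6 under scaling to library totals. Of 21 ubiquitin transcripts of *S. puntauvense*, 15 were found, and 1 was called higher and 6 lower. Identifiers were read from the image of the figure, and a misreading of those not found was not ruled out. Here the ratio was below 0 for 10 and above 0 for 5, which turned to 4 below and 11 above 0 under scaling to library totals. The largest falls were -1.72 for DN1456_c0_g1_i1 in *S. carpocapsae* and -1.50 for DN5700_c0_g1_i2 in *S. puntauvense*, and the largest rises 1.09 for DN4703_c4_g1_i1 and 1.41 for DN434_c1_g1_i11.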

Most of this differential expression is specific to IJs that do not carry symbionts (Figure 11). 

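Among these ubiquitin transcripts, 3 in *S. carpocapsae* and 6 in *S. puntauvense* were called lower in aposymbiotic IJs and not called in colonized IJs, and 0 were called higher in aposymbiotic IJs alone in either species. In colonized IJs the lane test called 1 higher and 2 lower in *S. carpocapsae*, and 2 higher and 0 lower in *S. puntauvense*.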

With respect to the expression of trypsin-like serine protease (TrySPc) and trypsin inhibitor (TIL), we also observed a strong difference between the *in vitro* colonized and *in vitro* aposymbiotic nematodes for both *Steinernema* species. However, contrasting results were denoted among the two species, regarding the TIL protein, which showed a strong down-regulation in *S. puntauvense* (seven transcripts of eight) while only a tendency of upregulation was denoted in *S. carpocapsae* (five upregulated and two downregulated; Figure 11). 

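Of the 8 TIL transcripts of *S. puntauvense* in Fig. 11, the lane test called 0 higher and 6 lower in aposymbiotic than in *in vivo* IJs, and 5 lower in colonized IJs. Their aposymbiotic log2 ratio was below 0 for 6 of them, and for 4 under scaling to library totals. The lowest ratio was -4.51, for DN14102_c0_g1_i3, from 148 reads to 17. Of 10 TIL transcripts of *S. carpocapsae*, 9 were found, with 1 called higher and 0 lower in aposymbiotic IJs. Their median ratio was -0.09. The ratio was above 0 for 4 of them, and for 7 under scaling to library totals. The largest rise was 1.10 for DN35_c0_g1_i9, from 20 reads to 100. Fig. 11 also shows 5 TrypSPc transcripts of *S. carpocapsae*, of which 3 were called higher and 1 lower in aposymbiotic IJs, 3 higher and 0 lower in colonized IJs, and 1 higher and 2 lower in aposymbiotic against colonized IJs.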

Another protein indicated as a venom protein, the serine carboxypeptidase showed regulation specific to the presence or absence of symbiont. For example, in *S. carpocapsae*, the serine carboxypeptidase homologs to L596_001160 and L596_008982 were upregulated in the *in vitro* colonized nematodes while those homologs to L596_014576 and L596_001158 were upregulated only in the *in vitro* aposymbiotic nematodes. In addition, this regulation of serine carboxypeptidase might be species depend, and the transcript homologous to L596_001158 was up regulated for in aposymbiotic *S. carpocapsae* and downregulated in *S. puntauvense*. 

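In colonized IJs of *S. carpocapsae*, the log2 ratio to *in vivo* was 2.36 (1.74 to 3.07) for the homolog of L596_001160, DN2052_c1_g2_i1, and 1.11 (0.37 to 1.93) for that of L596_008982, DN3360_c0_g1_i1, with 20 reads *in vivo*. In aposymbiotic IJs these had 0.12 (-0.60 to 0.88) and 0.29 (-0.46 to 1.11), within counting error of 0. The homolog of L596_014576, DN4080_c0_g1_i2, had 1.46 (0.94 to 2.03) in aposymbiotic IJs, and in colonized IJs -0.02 (-0.69 to 0.66), which became 0.01 under scaling to library totals. The homolog of L596_001158, DN15102_c0_g1_i1, was higher in aposymbiotic IJs, at 0.30 (0.10 to 0.49), and lower in colonized IJs, at -0.67 (-0.91 to -0.42). For the homolog of L596_030259, DN4424_c1_g2_i1, the aposymbiotic ratio was -1.26 (-1.76 to -0.79).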

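In *S. puntauvense*, the homolog of L596_001158, DN829_c0_g3_i1, had log2 ratios to *in vivo* of -0.55 (-0.68 to -0.41) in aposymbiotic and -0.55 (-0.76 to -0.34) in colonized IJs, and 0.41 and 0.09 under scaling to library totals. The homolog of L596_015409, DN1850_c0_g1_i6, had -0.77 (-0.87 to -0.67) in aposymbiotic IJs, which became 0.19 under that scaling, while in *S. carpocapsae* DN4230_c0_g1_i3 had 0.71 (0.11 to 1.38). Other aposymbiotic ratios in *S. puntauvense* were -1.20 (-1.28 to -1.11) for L596_015417, DN1850_c0_g1_i5, 0.53 (0.30 to 0.76) for L596_001167, DN829_c0_g1_i1, and 0.06 (-0.28 to 0.42) for L596_030259, DN4854_c0_g1_i1, the last of them 1.02 under library totals. The difference between the species was not tested.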

Other venom proteins, such as calcineurin-like phosphoesterase, zinc carboxypeptidase, ShK domain, and TILa domain also exhibited a strong regulation in aposymbiotic IJs for both *Steinernema* species (Supplementary Table S6). Although strong regulation was observed, there was no common pattern among these proteins.

**Figure 11:**
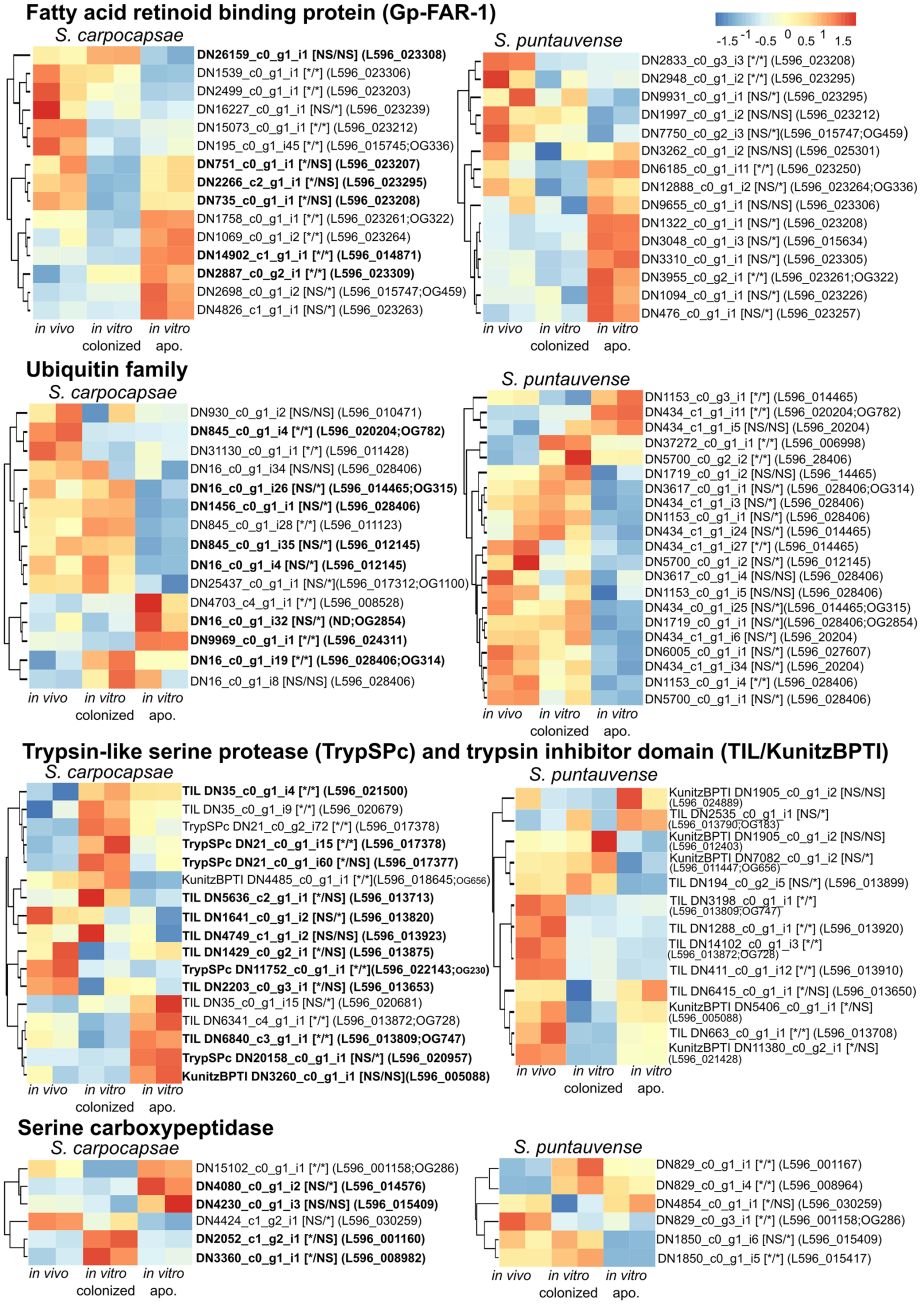
Heatmap of expression of transcripts identified as Fatty acid and retinoid binding protein, ubiquitin, trypsin-like serine protease, trypsin inhibitor domain and serine carboxypeptidase by pheatmap. On the right side of the heatmap supplementary information is indicated: the name of the transcript; significance of differentially expression based on cuffdiff and edgeR (“*” denotes statistically significant difference, NS indicates no significant difference), first value for the *in vitro* colonized rearing condition and the second value for the *in vitro* aposymbiotic rearing condition; homologous genes in *S. carpocapsae* genome; if applicable the name of the orthogroup of transcript shared among the two species (based on orthofinder analysis) is shown.

We tested the expression of the transcript encoding fatty acid and retinol-binding (FAR) orthologous to L596_023261 gene from *S. carpocapsae* genome reference (AZBU02000000) results by a qRT-PCR assay (Dillman et al., 2015). The transcriptomic analysis showed this transcript upregulated in the *in vitro* aposymbiotic condition and downregulated in the *in vitro* colonized condition for both nematodes (Figure 11). However, the relative expression established by qRT-PCR did not show significant differential expression for the FAR gene in both nematode species (Figure 7).

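For the homolog of L596_023261, the log2 ratio to *in vivo* was 0.73 (0.58 to 0.89) in aposymbiotic and -1.11 (-1.33 to -0.89) in colonized IJs of *S. carpocapsae* (DN1758_c0_g1_i1, with 441, 287 and 1703 reads in the *in vivo*, colonized and aposymbiotic libraries). In *S. puntauvense* (DN3955_c0_g2_i1, with 198, 76 and 1098 reads) the aposymbiotic interval was 0.79 to 1.23. In colonized IJs the ratio was -0.63 (-1.03 to -0.24), and 0.01 under scaling to library totals.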

## Discussion

### Absence of an Insect Host Affects Important Metabolic Pathways of *Steinernema* IJs

For more than 90 years, *Steinernema* entomopathogenic nematodes have been successfully used as biological control agents of a wide range of soil-inhabiting insect pests (Stock, 2005). Currently, several species of *Steinernema* are cultured and commercialized as biocontrol agents to kill insects (Shapiro-Ilan et al., 2016; Saleh et al., 2019). They have been demonstrated to be good biopesticides for the wide range of insects (Saleh et al., 2019). Both *in vivo* and *in vitro* methods have been developed for their mass-production and commercial development (Bedding, 1981; Shapiro-Ilan et al., 2016). However, most *Steinernema* intended for commercial application are produced *in vitro* due to the lower cost associated when compared with *in vivo* rearing (Saleh et al., 2019). The fitness of mass-production of entomopathogenic nematodes was previously addressed by Hatab and collaborators (Hatab et al., 1998). The authors concluded that lipid composition of IJs is influenced by the insect host and by the medium used for *in vitro* rearing. For example, in *S. glaseri*, a variation of lipid content was observed ranging from 50.7% to 60.4% depending on the culturing methods (Hatab et al., 1998). The authors also proposed that the lipid composition of *in vitro* media very different than the insect host might influences the lipid composition of the IJs (Hatab et al., 1998). In this study, we provide further evidence for this observation. Here, we observed the downregulation of the carbohydrate, amino acid, and lipid metabolic pathways in IJs that were reared *in vitro* when compared to IJs reared *in vivo*, both with and without the symbiont. These results, paired with the observation of upregulation of genes involved in genetic process such as DNA replication or mismatch repair provide further evidence that *in vitro* rearing causes a strong disturbance in several biological functions of *Steinernema* IJs.

Previous studies have reported that *in vitro* reared IJs have a lower bacterial load and have a shorter lifespan when compared to those reared *in vivo*. For example, Flores-Lara et al. (2007) reported that IJs reared in last instar larvae of *G. mellonella* exhibited higher bacterial load (expressed as CFU/IJs) than those reared *in vitro* (i.e., in lipid agar). Peterson et al. (2019) also demonstrated that the longevity of IJs reared in liver-kidney agar (LKA) was shorter (with lower survival rates at 8-week post emergence) when compared to those reared in an insect host. In this study, our transcriptomic data revealed a strong disturbance of several metabolic pathways of *in vitro* colonized and aposymbiotic IJs, suggesting a level of stress induced by this rearing method. We speculate these observations may have direct connotations when considering media for *in vitro* rearing and mass production of *Steinernema* nematodes. Further investigations on this subject are warranted.

### Longevity Pathway and Impact of Downregulated Glycogen, Trehalose, and Arginine Pathway

Although mechanisms of longevity are known to be variable among organisms, some conserved mechanisms have been ascertained (Kimura et al., 1997; Uno and Nishida, 2016). Historically, the free-living nematode *C. elegans* was established as a prominent model organism in aging research (Zečić and Braeckman, 2020). One of the first identified pathways involved in the regulation of the aging process was the insulin/insulin-like growth factor-1 signaling (IIS) pathway (Uno and Nishida, 2016). In the model *C. elegans*, three key components of the IIS pathway were determined: *daf-2*, homolog of the insulin/insulin-like growth factor-1 receptor; *age-1*, homolog of phosphatidylinositol 3-kinase; and *daf-16*, homolog of the forkhead box FoxO transcription factor (Uno and Nishida, 2016). Kimura et al. (1997) showed that *daf-2* appears to mediate the endocrine signaling, indeed a decrease of *daf-2* signaling impacts development changes (Kimura et al., 1997). More specifically, it has also been proposed that neuronal *daf-2* activity in *C. elegans* allows maintenance of low level of free radical-scavenging enzymes, such as *sod-3* and *ctl-1* by antagonizing the *daf-16* transcription factor and thus protecting neurons from oxidative damage (Wolkow et al., 2000). Recently, a transcriptomic analysis conducted by Xie et al. (2020) showed that when *S. carpocapsae* nematodes are under thermal stress, there is an upregulation of heat shock protein, *sod*, as well as *daf-16* and a downregulation of *daf-2*. In this respect, our transcriptomic data showed a down-regulation of *sod-3*, *ctl-1/2* and chaperone proteins in the *in vitro* rearing of aposymbiotic IJs, but not a significant difference for *daf-2*. Thus, our results suggest that absence of symbiont triggers an expression modification of similar genes that those observed by Xie et al. (2020) in their thermal stress study although the regulation appears opposite.

Numerous studies on *daf-2* mutants in *C. elegans* have shown a metabolic remodeling compared to wild-type strains (Zečić and Braeckman, 2020). For example, *daf-2* mutants exhibit upregulation of glycogen synthetase, as well as increased lipid and glycogen storage (Depuydt et al., 2014). It appears that it is not the glycogen alone or glucose level which shortens the lifespan of *C. elegans*, but their interference with the *daf-2* antiaging signaling (Gusarov et al., 2017). It was proposed that AMP-activated kinase (AMPK), a conserved cellular energy sensor, is glycogen-dependent, although the underlying mechanisms remain unclear (Gusarov et al., 2017; Gusarov and Nudler, 2018). In addition, the glycogen appears to have a protective role in *daf-2* mutants in conditions of anoxic and hyperosmotic environment (Frazier and Roth, 2009; Lamacchia et al., 2015).

In this study, we demonstrated a lower glycogen level in *in vitro* reared IJs, which may influence the longevity pathway and lifespan of the nematodes. Qiu and Bedding (2000) showed that 85%–90% of the dry weight of *S. carpocapsae* IJs is composed of lipids, glycogen, proteins, and trehalose. Glycogen plays an important role in the infectivity of *Steinernema* IJs (Patel et al., 1997; Wright et al., 1997), especially during the initial stages of the insect host infection (although variable among *Steinernema* species; Wright et al., 1997). Glycogen has also been demonstrated to be an alternative energy reserve in IJs (Qiu and Bedding, 2000).

Our results showed that *in vitro* reared IJs have a lower concentration of glycogen content when compared to those reared *in vivo* suggesting that the insect host likely provides key nutrients (e.g., glucose) for glycogen allocation. In this respect, it has also been shown that *Steinernema* IJs modify carbohydrate composition of the insect host. For example, when *Galleria mellonella* larvae were infected with *S. feltiae* and *S. affinis*, they exhibited lower level of glycogen but a higher level of trehalose (Zółtowska and Lopieńiska-Biernat, 2006). Interestingly, our data revealed that trehalose metabolism was more downregulated in aposymbiotic IJs when compared those that were colonized in the *in vitro* reared nematodes. Similarly, a previous study by Gal et al. (2001) showed that a shift from glycogen to trehalose synthesis is observed during dehydration stress (Gal et al., 2001). In this respect, Solomon et al. (Gal et al., 2001) observed a reduction of the expression of the glycogen synthase in *S. feltiae* IS-6 strain under desiccation stress (after 24 h dehydration). The authors concluded that desiccation tolerance in *S. feltiae*, may be correlate with elevated levels of trehalose (Gal et al., 2001).

Similarly, in *C. elegans*, it has been demonstrated that a reduction of the glycogen synthetase expression leads to a metabolic shift from glycogen to trehalose (Seo et al., 2018). Futhermore, Honda et al. (2010) showed that in *C. elegans*, RNAi inactivation of *tps* genes was associated with a shorter lifespan and a reduce tolerance to heat stress (Honda et al., 2010). High levels of trehalose upregulate transcription factor important for autophagy, such as *lgg-1*, *bec-1*, *sqst-1* and *unc-51* and affect the lifespan of the nematodes (Seo et al., 2018). In this study, a downregulation of the trehalose pathway was observed in aposymbiotic *S. carpocapsae* IJs reared *in vitro*, whereas an upregulation was denoted in colonized IJs reared *in vitro*. These results suggest that in absence of symbiont a potential metabolic shift in nutrient allocation from glycogen to trehalose content is not possible.

The TOR signaling pathway has also been identified as involved in aging regulation (Uno and Nishida, 2016). In *C. elegans*, inhibition of the TOR signaling increases the lifespan by regulation of mRNA translation through the *rsks-1*/S6 kinase (S6K; Lapierre and Hansen, 2012; McQuary et al., 2016). The *rsks-1*/S6 kinase (S6K) is involved in the regulation of numerous proteins known as factors of longevity in *C. elegans*, such as the transcription factor *pha-4* (homolog of FoxA forkhead box A) involved in autophagy regulation or the AMPK cellular energy sensor involved in adaptation to low-energy conditions (Lapierre and Hansen, 2012; Uno and Nishida, 2016). Interestingly, a proteomic study of *rsks-1*/S6 mutants highlighted over-expression of arginine kinase *argk-1* (McQuary et al., 2016). In this study, the authors showed that overexpression of *argk-1* can extend lifespan of *C. elegans* and that the arginine kinase *argk-1* is required for lifespan extension of *C. elegans* S6K deficient toward regulation of energy sensor AMPK (McQuary et al., 2016). More recently, Rozanov et al. (Rozanov et al., 2020) highlighted the importance of arginine kinase expression in the aging process in *C. elegans* but with different outcome. The authors demonstrated that transcription factor hlh-2 was involved in the regulation of the expression of arginine kinases acting in *C. elegans* pro-aging. The decrease of arginine kinase expression appears to generate an alteration in energy metabolism and ROS homeostasis and mediates health-beneficial effects (Rozanov et al., 2020). In the present study, we showed a tendency for down-regulation of genes involved in arginine metabolism (both *arg* arginase and *argk* arginine kinase) in IJs reared *in vitro*. Arginine kinase has been described as a significant component of the energy metabolism in *S. carpocapsae* IJs, suggesting it may play a key role in the aerobic/anaerobic metabolic transition (Platzer et al., 1999). This study also suggested that the presence of oxygen stimulates phosphoarginine synthesis allows for rapid mobilization of energy (Platzer et al., 1999). IJs are the only free-living stage in *Steinernema* life cycle and may be exposed to changes in oxygen content in the soil environment. A FT-NMR spectroscopy study also demonstrated that the production of ADP catalyzed by arginine kinase in *S. carpocapsae*, suggesting the level of phosphoarginine may be an indicator of anaerobiosis and have a pivotal role in the regulation of the rate of anaerobic ATP synthesis (through reduction of fumarate to succinate; Thompson et al., 1992).

Here, we showed evidence that transcripts involved in the arginine pathway are downregulated in both *S. carpocasae* and *S. puntauvense* IJs that were *in vitro* reared (either colonized or aposymbiotic). We speculate these genes may be involved in the energy metabolism and ROS homeostasis of IJs thus affects their longevity.

These observations could also be correlated with the different host foraging behaviors the studies *Steinernema* species have. While *S. carpocapsae* IJs are ambushers (Campbell and Gaugler, 1993), *S. puntauvense* has an intermediate host seeking behavior that combines ambushing and cruising (P. Stock pers. comm). In relation to this, we hypothesize that energy requirements of IJs may be different and can be correlated with differences observed in the transcriptomic analysis including a stronger down-regulation of metabolism pathways for *S. puntauvense* in absence of an insect host when compared with *S. carpocapsae*.

### Absence of the *Xenorhabdus* symbiont Causes Upheaval of Venom Protein Expression

Numerous studies have demonstrated that *Xenorhabdus* symbionts play a key role in aiding *Steinernema* IJs invade insect host by producing toxins, virulence factors and secondary metabolites (Crawford et al., 2012; Eleftherianos et al., 2018; Shi and Bode, 2018). When, IJs invade insect host, the release of *Xenorhabdus* is not immediate and the nematodes need to escape to host’s encapsulation and melanization response (Wang et al., 1994). In this respect, Walter et al. (2008) showed that *S. carpocapsae* IJs can release metabolites that inhibit haemocytic encapsulation in the insect host. Recently, it was demonstrated venom proteins are released when IJs initiate active parasitism (Lu et al., 2017; Chang et al., 2019). This venom proteins display toxicity in several insect hosts even when harvested from aposymbiotic nematodes (Lu et al., 2017). Furthermore, it has been suggested that both the nematodes and *Xenorhabdus* symbiont contribute to the insect host invasion *via* these proteins (Lu et al., 2017). Interestingly, our transcriptomic analysis showed a strong differential expression of transcripts homologous to venom proteins in IJs depleted of *Xenorhabdus*, suggesting an adaptation by the nematodes to compensate for the absence of their symbiotic partners.

Among the abundant venom proteins, we observed a general down-regulation of the ubiquitin family for both species, in nematodes reared in the absence of their symbiont. The ubiquitin is a family comprised a group of highly conserved 76-amino acid polypeptide proteins known specific to eukaryotes which bind to the amino groups of the target protein *via* its C-terminal glycine (Pickart and Eddins, 2004). In *C. elegans*, ubiquitin proteins appear involved in mechanisms such as the regulation of immune signaling (Garcia-Sanchez et al., 2021). In the plant parasitic nematode, *Heterodera schachtii*, also known as the cyst nematode, it has been shown that ubiquitin protein is secreted by the dorsal pharyngeal gland and it is highly expressed during initial infection stages [78] This protein may also have a regulatory role in cell formation of the cysts in the host plant (Tytgat et al., 2004). Based on results from the present study, we speculate that presence of *Xenorhabdus* symbionts may be required to induce immune mechanisms triggered by ubiquitin protein.

Here, we shown contrasting results for expression of trypsin-like serine protease (TrypSPc) and the trypsin inhibitor (TIL) identified as venom proteins, when comparing the two studied *Steinernema* spp. Specifically, we observed up-regulation of both proteins in absence of symbiont in *S. carpocapsae* IJs, whereas a down-regulation of the TIL protein was denoted in *S. puntauvense*. In general, serine protease activity has been reported in numerous parasitic nematodes and appears to be involved in a wide variety of events in the life cycle (such as molting, nutrition and host invasion; Yang et al., 2015). It has been demonstrated that trypsin serine protease purified from excreted-secreted products of *S. carpocapsae* IJs has the ability to prevent the insect’s haemocytes from spreading, and it also alters haemocytes cytoskeleton (Balasubramanian et al., 2010). Thus, these serine proteases prevent melanotic encapsulation, one important mechanism of insect defense against nematodes. The effect of other serine proteases, such as chymotrypsin serine protease Sc-SP-1 is potentially involved in immune host evasion (Toubarro et al., 2010) and the elastase serine protease Sc-ELA potentially associated with developmental and fibrinolytic activities, has also been investigated in *S. carpocapsae* (Hao et al., 2009). Serine proteases are actively involved in host–parasite interactions but these relationships appear very specific (Yang et al., 2015). Our study suggests that the absence of symbiont in *S. carpocapsae* IJs increases expression of many trypsin serine proteases. Conversely, the expression of the trypsin inhibitor domain is decreased in *S. puntauvense* in absence of an insect host (both *in vitro* colonized and aposymbiotic). In this respect, we speculate that this putative mechanism of host evasion based on trypsin-like serine protease might be specific to *S. carpocapsae*. Contrasting results among the two *Steinernema species* were also observed for the expression of serine carboxypeptidase. For both species, a differential expression is observed in the absence of symbiont in both species. However, a differential regulation was observed between *in vitro* colonized nematodes and *in vitro* aposymbiotic nematodes in both species. For example, the serine carboxypeptidase transcript homologous to L596_001158 (orthogroup OG286) was downregulated in the *in vitro* colonized nematodes for both species, but it was upregulated in absence of symbiont for *S. carpocapsae* and down-regulated for *S. puntauvense*, The serine carboxypeptidases (SCPs) were described as involved in numerous physiological processes ranging from digestion to the biosynthesis of peptides that function in cell–cell signaling (Fricker, 2007). Recently, it has been suggested that the SCPs could contribute to parasitism in nematodes. For example, in the plant-parasitic nematode *Radopholus similis*, RNA interference (RNAi) of Rs-scp-1 reduced its virulence (Huang et al., 2017). Additionally, in the entomopathogenic nematodes *Heterorhabditis bacteriophora*, SCP Hb-sc-1 exhibited both toxic and immunomodulation properties in *Drosophila* (Kenney et al., 2021). In this respect, our data suggest regulation of serine carboxypeptidases in absence of symbiont and/or in absence of insect host depending on the individual *Steinernema* species tested and that this may be correlated with their respective differential pathogenic activities.

Another interesting result from this study is the differential expression of genes encoding the fatty acid retinoid binding proteins (FAR), which have been shown to be secreted by the IJs. Differential expression of the analyzed FAR proteins was observed for both species in absence of the symbiont, with a subtle tendency of up-regulation (six upregulated and five downregulated for *S. carpocapsae*; seven upregulated and four downregulated for *S. puntauvense*).

FAR proteins have been described as unique proteins specific to nematodes (Garofalo et al., 2003). Although, recently horizontal transfer of FAR genes in bacteria genomes has been suggested within *Kitasatospora*, *Bacillus*, *Lysobacter*, and *Streptomyces* (Yuan et al., 2021). The FAR proteins are intriguing and despite early investigations on their ligand-binding propriety, very little is known regarding their function *in vivo* (Garofalo et al., 2003). It has been suggested that the FAR proteins might play role in the binding lipids from their environment or host (Kennedy et al., 2013). The impact of these proteins, in particular FAR-1, on reproduction was recently demonstrated in the plant-parasitic *Pratylenchus penetrans* using RNAi (Vieira et al., 2017). Additionally, in *Globodera pallida*, Gp-FAR-1 appears to bind to lipids precursors of plant defense mechanisms suggesting manipulation of the lipid-based signaling pathway (Prior et al., 2001). The FAR proteins have been identified in numerous nematodes genomes and that their numbers are highly variable. For example, eight were identified in *C. elegans* genome and 19 in *Pristionchus pacificus* genome, and in parasitic-nematodes, eight in *Necator americanus*, 1–4 in *Globodera*, 18–30 in *Ancylostoma* (Garofalo et al., 2003; Dieterich et al., 2008; Yuan et al., 2021).

A previous genome study by Dillman et al. (2015) showed an exhaustive expansion of the FAR genes in *Steinernema*, where between 38 and 54 were identified. A high expression of the some FAR genes during L1 stages and other FAR genes was observed in IJs suggesting their involvement in development and parasitism (Dillman et al., 2015). The FAR genes were identified in abundance in both excreted proteins in *S. carpocapsae* and *S. feltiae* (Lu et al., 2017; Chang et al., 2019). In this respect, our results showed FAR genes expression is modified in absence of the symbiont for both species. We speculate this may an adaptation of *Steinernema* IJs to achieve host invasion in the absence of their symbiotic partners.

In summary, we observed the regulation of transcripts belonging to various genes, including FAR proteins, ubiquitin, trypsin-like serine protease or serine carboxypeptidases in aposymbiotic IJs. We predict they may play a role in the nematodes’ host invasion mechanisms, in the absence of their symbiont. Previous studies examined the fitness of *Steinernema* IJs in the absence of *Xenorhabdus* symbiont (Sicard et al., 2003; McMullen et al., 2017). These studies showed that in absence of *X. nematophila*, *Steinernema carpocapsae* IJs have a decreased infection success (80%–46%) and progeny production (seven times less progeny; Sicard et al., 2003). However, in *S. puntauvense*, aposymbiotic IJs maintain their virulence although their ability to produced IJs progeny was compromised suggesting a stronger disruption in their reproductive fitness than that observed in *S. carpocapsae* [17]. Here, we denoted contrasting variation in the expression of venom proteins in the two tested *Steinernema* species, suggesting that the mechanisms involved in the production and regulation of these proteins may be species-specific. In addition, our results showed that *in vitro* rearing appears to affect the expression of the venom proteins. This subject should be further explored in the context of *in vitro* mass-production of *Steinenerma* nematodes (Saleh et al., 2019). However, our study used the liver-kidney agar plates which are not the major medium used for mass production of EPNs, so similar study comparing metabolic costs by RNA-seq approach of different rearing methods appears very promising. Further investigations are warranted to expand on this topic.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: BioProject PRJNA766056; Biosample SAMN21601377, SAMN21601527, SAMN21601552 SAMN21604292, SAMN21604906, SAMN21604907; SRA study SRP338612 (SRR16057604 to SRR16057609); Transcriptome Shotgun Assembly project GJLD00000000 and GJLE00000000; GEO accession GSE185177.

## Author Contributions

SS conceived, designed the experiments, and supervised. EL and JM performed the experiments. EL investigated and analyzed the data. EL and SS wrote the main manuscript text. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

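Infective juveniles (IJs) of *S. carpocapsae* All with *X. nematophila* and of *S. puntauvense* Li6 with *X. bovienii* were measured in 3 rearing conditions, *in vivo*, *in vitro* colonized and *in vitro* aposymbiotic. Each condition of each species is 1 library from 10000 pooled IJs, sequenced on 2 lanes of paired reads of 100 bp. The 2 lanes are repeat runs of 1 library, so each condition counts as 1 sample and no difference between conditions could be checked against replicates.

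The authors trimmed reads with Trim Galore 0.6.4 and looked at their quality with FastQC 0.11.9. They assembled the reads of each species with Trinity, kept contigs similar to nematode proteins, predicted coding sequences over 100 amino acids with TransDecoder, and mapped each lane with TopHat 2.1.1. The values per transcript and lane are signal as deposited: the authors named them raw counts, but they are fragments multiplied by 1 factor per lane, and the tool and the scaling behind them are not stated. The authors' tables from cuffdiff of Cufflinks 2.2.1 hold FPKM values per condition, which were not used here. The log2 fold changes of *in vitro* over *in vivo* IJs in the authors' cuffdiff and edgeR 3.32.1 tables were deposited as the authors computed them. The p-value and FDR columns were computed by the authors with the same tools, and were not used here beyond their highest values. The authors' edgeR tables list transcripts with an FDR of at most 0.01, and their cuffdiff tables list those marked as significant, with adjusted values above that limit as well. The score in the authors' cuffdiff tables is the test statistic of that tool, as deposited, and was not used here. Annotation to KEGG and GO terms, qRT-PCR and glycogen values were not analysed here.

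Lines of a table with 1 identifier were summed, which gave 28178 transcripts from 28230 lines in *S. carpocapsae* and 35220 from 35258 in *S. puntauvense*. The factor of each lane was found as the step of which its values are multiples. Over values of 1 to 200 steps, between 99.78% and 99.89% lay within 0.05 steps of a whole multiple. Values divided by the step are called reads. The value of 1 read lay between 0.42 and 2.01 in the deposited unit.

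Reads listed per library were, for *in vivo*, colonized and aposymbiotic IJs, 2654559, 3643714 and 5259233 in *S. carpocapsae* and 3240527, 1247121 and 4629813 in *S. puntauvense*. A transcript that passed the minimum had a median of 92.0 reads over the 3 libraries in *S. carpocapsae* and 80.0 in *S. puntauvense*. The lanes of each library differed by about as much as counting error gives (chi-square per degree of freedom from 0.992 to 1.07), so the counting interval of a ratio describes the precision of sequencing these libraries. It leaves out duplicate reads from PCR and library preparation, which the lanes of 1 library share, and differences between pools of IJs. Intervals are exact Clopper-Pearson intervals at 95%.

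Lanes were summed and scaled with TMM factors, computed with numpy 2.4.6 rather than with edgeR. Log2 ratios were taken after adding 0.5 reads per library, for transcripts with more than 25 reads over the 3 libraries of a species. A transcript with a ratio of at least 2-fold was counted as different, without a test. A ratio against a library where the transcript is listed at 0 is given without a value. Ranks of such transcripts among the largest changes use the 0.5 reads added. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

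The lane test was run with limma 3.58.1 in R 4.3.3 on log2 values of the TMM-scaled lanes, with variances moderated along a trend on expression, and calls a transcript at an FDR and a p of at most 0.01, the thresholds of the paper. It compares those libraries, not the conditions, and only numbers of calls are given. A quasi-likelihood test of edgeR had been planned for it and was not run. The deposited values are not whole, and a few values far below 1 step kept the unit rule followed here, which starts from the smallest value of a column, from recognising them as whole reads. The tests that need counts were left out by that rule, although the division by the step above gives whole reads for nearly all values. The lane test was tested on simulated lanes with known changes. Among changed transcripts with at least 100 reads it found 73.6%, 66.7% and 74.1% in *S. carpocapsae* (aposymbiotic against *in vivo*, colonized against *in vivo*, aposymbiotic against colonized) and 41.4%, 60.2% and 58.1% in *S. puntauvense*, with at most 1 false call per comparison. A transcript that was not called is therefore not shown to be unchanged. These lanes held 178 to 193 changed transcripts per comparison, far fewer than differed at least 2-fold in the data. An FDR limit is stricter when few are changed, so both the shares found and the false calls may be lower than in the data.

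The correlation of the log2 ratios of both *in vitro* libraries to *in vivo* was taken across transcripts, which are not independent replicates, beside 100 simulated sets of unchanged libraries. The venom protein list was compared with 10000 random lists matched on expression in 20 bins, but not on gene family.

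Transcripts were named by a rule: those whose identifiers Table S2 gives as qRT-PCR targets; those that Fig. 3, Fig. 6, Fig. 8 and Fig. 11 pair with a gene the results text names; and in each comparison the 2 largest rises and the 2 largest falls among transcripts with at least 100 reads and 1 direction in both lanes. The FAR, ubiquitin and trypsin inhibitor-like transcripts of Fig. 11 and the transcripts of Table S6 were tallied, with at most 2 rises and 2 falls named. The values of Table S6 and the directions in the figures had been seen when the rule was written. The comparisons, the minimum of reads, the 2-fold rule, the naming rule and most alternatives were set before the data were examined.

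Alternatives were median-of-ratios factors, library totals, 2 reads added, each lane alone, no minimum, at least 100 reads, sums over Trinity genes and a 4-fold rule. For the lane test they were the lane number as a block, no TMM factors, no minimum, only the 2 libraries compared, calls of at least 2-fold and Trinity genes. Lines with 1 identifier kept separate, limma without the trend and 2 reads added in the lane test were added after the data had been seen. With 1 library per condition no outlier test and no regrouping of samples could be made.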

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

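Chosen only after the results were seen were the counts of near-absent transcripts in each library, the comparison of their reads with the pairs on the symbiont genome, the sets without their largest transcript, the look at *sod-3*, the use of counting intervals for genes that moved apart in the species, and the use of such intervals under library totals.

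In *S. carpocapsae*, 47 transcripts with at least 100 reads were at least 64-fold lower in the aposymbiotic library than in each of the other libraries. The paper does not report on them as a set. No transcript was as low in the *in vivo* library alone (0) or in the colonized library alone (0). The set held 611912 reads *in vivo*, 1063899 in the colonized and 3189 in the aposymbiotic library, 23.1%, 29.2% and 0.0606% of the reads listed. Its transcripts with the most reads were DN0_c228_g1_i1, with 185661, 486323 and 2428, and DN81_c0_g1_i1, with 241800, 290759 and 239. The lane test called all 47, and the authors' deposited edgeR table lists all 47, while 19 are in the authors' deposited cuffdiff table.

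A candidate explanation of this set is that reads of *Xenorhabdus* lie on contigs kept in the nematode assembly, because the symbiont is what *in vivo* and colonized IJs share and aposymbiotic IJs lack. The asymmetry of 47 against 0 and 0 goes with it. The ratio of colonized to *in vivo* IJs does not decide: as a share of the input read pairs the set rose by a ratio of 1.79, and the pairs that the paper's Table S3 counts on the symbiont genome rose by 1.58, which is within the limit of 1.5 times set before this test. As a share of the listed reads the set rose by 1.27, and the median transcript of the set had a ratio of 1.41 by input. Without DN0_c228_g1_i1 the set had a ratio of 1.40 by input and 0.987 by listed reads, so the reading depends on 1 transcript and on the share used, and by this ratio symbiont reads and symbiont-dependent nematode transcripts cannot be told apart. The set's reads were 1.75 times these pairs *in vivo* and 1.99 times in the colonized library. In the aposymbiotic library they were 27.5 times its 116 pairs, and 6.56 times without DN0_c228_g1_i1. Whether all of the set can come from the pairs of Table S3 stays open, because a read that maps to several contigs can count in each of them and because symbiont sequence outside that genome was not examined. The sequences of the contigs were not compared with a *Xenorhabdus* genome here. Nematode transcripts that depend on the symbiont for their expression would give the same asymmetry and stay open, as does any fault of the single aposymbiotic library, which was not tested.

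The transcript DN5863_c1_g1_i1, which Fig. 8 labels *sod-3* in *S. carpocapsae*, belongs to this set, with 8375, 57231 and 20 reads. Its share of the input rose by a ratio of 7.04 from *in vivo* to colonized IJs, the symbiont pairs by 1.58. That is rank 4 of 47 in the set, within the range of its other members, so symbiont reads and a nematode gene that responds to the symbiont cannot be told apart for this transcript. The ratio of 1 transcript in 1 library per condition also has no spread to compare it with, and no value of it was set that would decide. What keeps the origin open is that the sequence of this contig was not compared with a *Xenorhabdus* genome.

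In *S. puntauvense*, 54 transcripts were near-absent in the aposymbiotic library by the same limits, against 0 *in vivo* and 2 in the colonized library. The paper does not report on this set either. It held 399860, 215973 and 227 reads, led by DN150_c2_g1_i3 with 150388, 48297 and 41. The authors' deposited edgeR table lists all 54 and the authors' deposited cuffdiff table 29. Symbiont reads are a candidate explanation here too, and the asymmetry of 54 against 0 and 2 goes with it. The ratio of colonized to *in vivo* shares of the input went the other way, 0.493 for the set and 0.357 for its median transcript against 1.63 for the symbiont pairs of the paper's Table S3. Only 8.46% of the input of the colonized library is listed at all, and as a share of the listed reads the set rose by a ratio of 1.40. The set's reads were 2.09 times the symbiont pairs *in vivo* and 0.634 times in the colonized library, and 3.29 times in the aposymbiotic library. Because the listed share differs so much between these libraries, neither ratio decides, and symbiont reads and symbiont-dependent nematode transcripts cannot be told apart.

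Among 25 genes that the paper's figures and Table S2 tie to 1 transcript in each species, 11 moved in the same direction in both species between *in vivo* and aposymbiotic IJs and 14 in opposite directions, 11 of them in both lanes. The difference between the species was not tested. The paper states opposite directions for *ctl-1/2*, *lgg-1* and the homolog of L596_001158, and contrasting directions for TIL transcripts as a class. For *ctl-1/2* and *lgg-1* it adds that its qRT-PCR did not bear out this contrast. Of these 11, 2 had a counting interval that reaches 0, the FAR homolog of L596_023264 and the serine carboxypeptidase homolog of L596_030259, and chance in counting could account for them. The other 9 had intervals clear of 0 in both species, which counting error does not give.

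Of the 9, 6 lost their opposite directions under library totals, which raise *S. puntauvense* ratios of this comparison by about 0.94. That follows from the shift and does not show which scaling is right, so for these 6 an effect of the TMM scaling and a difference between the libraries cannot be told apart. Their log2 ratios in *S. carpocapsae* and *S. puntauvense* were 0.26 and -0.31 for the Kunitz homolog of L596_005088, 0.70 and -0.82 for the TIL homolog of L596_013809, and 0.82 and -0.78 for *ctl-1/2*. They were 0.60 and -0.95 for *lgg-1*, 0.30 and -0.55 for the serine carboxypeptidase homolog of L596_001158, and 0.71 and -0.77 for that of L596_015409. For 2 of the 6 the *S. puntauvense* ratio under library totals was within counting error of 0, at 0.14 (-0.12 to 0.40) for the TIL homolog and 0.0057 (-0.33 to 0.34) for *lgg-1*.

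The other 3 kept opposite signs under library totals. The log2 ratios were 1.51 and -1.05 for the FAR homolog of L596_015747, 0.75 and -4.51 for the TIL homolog of L596_013872, and -0.40 and 1.41 for the ubiquitin homolog of L596_020204. Under library totals these became 1.73 and -0.095, 0.97 and -3.57, and -0.17 and 2.37. Counting intervals under library totals were clear of 0 in both species for 2 of these, the TIL and the ubiquitin homolog, so for these 2 the choice between TMM factors and library totals does not give the opposite signs. For the other 1, the FAR homolog, the interval in *S. puntauvense* ran from -0.50 to 0.31, and an effect of the TMM scaling cannot be told apart from a difference. A difference between the species in the response to rearing, transcripts paired by the paper that are not true counterparts, and differences between single pools of IJs all stay open and were not tested.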

How the results depend on the processing

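The lane test without a trend, the lane test with 2 reads added and lines with 1 identifier kept separate were chosen only after the data were seen. The DESeq2 Wald test, the edgeR exact test and the edgeR exact tests with an assumed biological coefficient of variation of 0.1 and 0.4 were left out, because the deposited values were treated as signal and not as counts. Pairs of counts are given as higher and lower, in the order aposymbiotic against *in vivo*, colonized against *in vivo*, aposymbiotic against colonized. Where nothing else is said, the cause was not tested. Every count of 2-fold differences and of lane test calls that is not given here stayed within 1.5 times its value at the claim under the alternatives run for it.

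With median-of-ratios factors, the 12 counts of 2-fold differences, both correlations, the venom medians and the log2 ratios of all 215 named comparisons stayed within those limits. Of the named ratios, 1 left its counting interval with 2 reads added, 12 on lane 1 alone, 9 on lane 2 alone and 71 under library totals. Besides these, 1 ratio on lane 2 alone and 17 under library totals had an interval clear of 0 with TMM factors and changed sign. In all, 964 of the named values stayed within their interval, 93 left it and these 18 changed sign. Counted whether or not the interval reaches 0, signs changed for 32 ratios under library totals, 8 on lane 1 alone, 15 on lane 2 alone and 1 with median-of-ratios factors.

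Library totals changed the *S. puntauvense* counts of 2-fold differences to 6440 and 944, 3807 and 844, and 2632 higher. Their construction shows the cause of this, a shift of ratios of this species by about 0.94, 0.62 and 0.32. The shift was smaller where a library listed few reads. The 17 changes of sign with an interval clear of 0 are all in *S. puntauvense* and from lower to higher, and for 5 of them the new value is within counting error of 0 (*arg* and *lgg-1* in aposymbiotic IJs, and DN1294_c0_g1_i1, DN3955_c0_g2_i1 and DN829_c0_g3_i1 in colonized IJs). In aposymbiotic against *in vivo* IJs the log2 ratios became 0.11 for DN5767_c0_g1_i1 (*arg*), 0.72 for DN1294_c0_g1_i1 (*sod-3*), 0.17 for DN33184_c0_g1_i1 (*ctl-1/2*), 0.0057 for DN5473_c0_g1_i2 (*lgg-1*), 0.62 for DN1244_c0_g1_i2 (*hsp60*), 0.91 for DN1507_c0_g1_i1 (*hsp70*), 0.56 for DN3306_c0_g1_i1 (actin), 0.41 for DN829_c0_g3_i1 and 0.19 for DN1850_c0_g1_i6 (both serine carboxypeptidases). In colonized against *in vivo* IJs they became 0.28 for DN1343_c0_g1_i1 (*treh*), 0.53 for DN2056_c0_g1_i1 (*argk*), 0.16 for DN1294_c0_g1_i1, 0.30 for DN33184_c0_g1_i1, 0.40 for DN1244_c0_g1_i2, 0.0053 for DN3955_c0_g2_i1 (FAR) and 0.089 for DN829_c0_g3_i1. Between aposymbiotic and colonized IJs DN1244_c0_g1_i2 became 0.22, and it was 0.078 on lane 2 alone.

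Without a minimum of reads, 27916 and 34966 transcripts were counted in place of 12077 and 13521, and by this construction the 2-fold counts rose to 6397 and 7125, 5242 and 4056, 6000 and 8128 in *S. carpocapsae* and to 8155 and 8636, 4793 and 9602, 10378 and 6286 in *S. puntauvense*. With at least 100 reads, 5748 and 5911 transcripts were left, and the counts were 705 and 735, 187 and 236, 879 and 757 in *S. carpocapsae* and 520 and 857, 289 and 627, 407 and 546 in *S. puntauvense*. The 4-fold rule, which only removes transcripts, gave 559 and 1331, 177 and 140, 661 and 1463 in *S. carpocapsae* and 393 and 900, 232 and 495, 458 and 525 in *S. puntauvense*. Sums over Trinity genes gave 1136, 839 and 1102 higher in *S. puntauvense*.

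In *S. carpocapsae* the share of higher ones among the 2-fold differences was taken between aposymbiotic and *in vivo* IJs. It ran from 42.86% with 2 reads added to 48.96% with at least 100 reads. Under library totals, which raise ratios of this comparison by about 0.22, it was 54.92%.

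The correlation of both comparisons with *in vivo* in *S. carpocapsae* depended on the lanes and on the minimum: 0.221 on lane 1 alone, 0.226 on lane 2 alone, 0.328 without a minimum, 0.042 with at least 100 reads and 0.0913 over Trinity genes, against 0.109 at the claim. In *S. puntauvense* it was 0.427 under library totals, 0.478 with 2 reads added and 0.482 without a minimum, against 0.444.

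The median size of change over the venom list between aposymbiotic and colonized IJs was 0.74 under library totals, and the other alternatives left the 3 medians within their recounting interval. The signed medians of the list were 0.034, -0.11 and -0.025, near 0 because members went both ways.

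For the lane test, no minimum of reads left 745 and 759, 40 and 138, 953 and 1012 calls in *S. carpocapsae* and 385 and 532, 74 and 266, 259 and 229 in *S. puntauvense*. Without a trend there were 394 and 870, 0 and 0, 649 and 1055 calls in *S. carpocapsae* and 94 and 431, 2 and 4, 82 and 169 in *S. puntauvense*. Calls of at least 2-fold were, by removal of smaller ones, 798 higher, then 94 and 174, then 1076 higher in *S. carpocapsae*, and 385, 137 and 233 higher in *S. puntauvense*. Without TMM factors *S. puntauvense* had 3606 and 604, 2183 and 269, and 1127 higher, through the shift given above. Of its 2082 calls between aposymbiotic and *in vivo* IJs with TMM factors, 1375 were then called in the same direction and 104 in the opposite one. With only the 2 libraries compared in the fit, *S. puntauvense* had 170 and 358 calls in colonized against *in vivo* IJs and 258 and 434 in aposymbiotic against colonized IJs.

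With the lane number as a block the 12 counts stayed within 1.5 times. In *S. carpocapsae* 3125 of the 3315 aposymbiotic calls against *in vivo* were shared and 0 were opposite. The lanes gave no sign of pairing, with correlations of lane differences between libraries from -0.02 to 0.02.

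In the authors' deposited tables, the FAR transcripts in aposymbiotic against *in vivo* IJs numbered 5 lower in *S. carpocapsae*, and 7 higher and 4 lower in *S. puntauvense*, where the lane test had 3, 4 and 1. The ubiquitin transcripts in the authors' deposited tables numbered 3 higher and 8 lower in *S. carpocapsae* and 4 higher in *S. puntauvense*, where the lane test had 0, 5 and 1. The TIL transcripts in the authors' deposited tables numbered 4 higher and 1 lower in *S. carpocapsae* and 1 higher in *S. puntauvense*, where the lane test had 1, 0 and 0. Library totals changed the aposymbiotic ratios below 0 from 8 to 5 (FAR, *S. carpocapsae*), 7 to 3 (FAR, *S. puntauvense*) and 10 to 4 (ubiquitin, *S. puntauvense*), and those above 0 from 5 to 11 (ubiquitin, *S. puntauvense*) and 4 to 7 (TIL, *S. carpocapsae*).

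In lanes simulated with known changes, counting error took 1006 of 12404 unchanged transcripts past 2-fold in colonized against *in vivo* IJs of *S. puntauvense*, 41 of them with at least 100 reads. Changes of 4-fold in transcripts with at least 100 reads were found by the lane test in 46.8% to 76.1% of cases in *S. puntauvense* and in 86.8% to 95.1% in *S. carpocapsae*. With few transcripts changed in these lanes, such shares may be lower than in the data.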

Differences from the paper's values

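Of the settings named in this part, 2 reads added in the lane test, the lane test without a trend and lines with 1 identifier kept separate were chosen only after the data were seen. The others were set before the data were examined. Of these, the DESeq2 and edgeR tests and the assumed variations were not run.

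For transcripts higher in colonized than *in vivo* IJs of *S. carpocapsae*, the paper's value from edgeR is 579 and the lane test gave 232. No setting came within 1.5 times: 220 with the lane number as a block, 251 without TMM factors, 40 without a minimum, 157 with only the 2 libraries compared, 230 over Trinity genes and 94 for calls of at least 2-fold. Of the settings chosen after seeing the data, separate lines gave 231, no trend 0 and 2 reads added 313. For transcripts lower in this comparison, the paper's value is 344 and the lane test gave 548. The block (509) and only the 2 libraries compared (384) came within 1.5 times. Library totals (517), no minimum (138), Trinity genes (549) and calls of at least 2-fold (174) did not, nor did the settings chosen after seeing the data (543, 0 and 637 in the order above). The authors' deposited edgeR table of this comparison lists 804 transcripts as lower, against the paper's 344 in Table 1.

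For colonized against *in vivo* IJs of *S. puntauvense*, the paper's values from edgeR are 757 higher and 1022 lower, and the lane test gave 412 and 628. None of the settings made before the data were examined came within 1.5 times: 364 and 560 with the block, 2183 and 269 without TMM factors, 74 and 266 without a minimum, 170 and 358 with only the 2 libraries, 443 and 581 over Trinity genes, 137 and 425 for calls of at least 2-fold. With 2 reads added, chosen after the values were seen, there were 521 higher and 775 lower, and of the transcripts in the authors' deposited edgeR table (760 and 1025) it leaves 267 and 308 uncalled. Separate lines (399 and 617) and no trend (2 and 4), chosen after seeing the data as well, did not come within 1.5 times.

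For transcripts higher in aposymbiotic than colonized IJs of *S. puntauvense*, the paper's value from edgeR is 816 and the lane test gave 506. Without TMM factors there were 1127, within 1.5 times. The block (431), no minimum (259), only the 2 libraries compared (258), Trinity genes (485) and calls of at least 2-fold (233) did not reach it. With 2 reads added, chosen after the values were seen, there were 609, within 1.5 times, and how many of the paper's calls this drops could not be counted without a table of them. Separate lines gave 496 and no trend 82.

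Of the venom protein transcripts, the paper's value is 77 different in colonized IJs, and the lane test gave 46. For those higher in aposymbiotic and lower in colonized IJs the paper's value is 14, and the lane test gave 7. The calls in the authors' deposited tables give 77 and 14.

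In aposymbiotic against *in vivo* IJs, the paper's values for FAR transcripts are 5 lower in *S. carpocapsae*, and 7 higher and 4 lower in *S. puntauvense*. The lane test gave 3, 4 and 1, and the authors' deposited tables, the alternative set before the data were examined, 5, 7 and 4. For ubiquitin, the paper's values are 8 lower and 4 higher in *S. carpocapsae* and 13 lower and 4 higher in *S. puntauvense*. The lane test gave 5, 0, 6 and 1. The authors' deposited tables gave 8, 3 and 4, within 1.5 times, and 7 lower in *S. puntauvense*, which is not, where 15 of the 21 transcripts in Fig. 11 were found. Their identifiers were read from the image of the figure, and a misreading of the others was not ruled out. For TIL transcripts of *S. carpocapsae*, the paper's values are 5 higher and 2 lower and the lane test gave 1 and 0. The authors' deposited tables gave 4, within 1.5 times, and 1, which is not, and 9 of the 10 transcripts were found.

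In its results the paper states that arginine genes of *S. puntauvense* are lower in aposymbiotic IJs alone, while its discussion describes them as lower in both kinds of IJs reared *in vitro*. In colonized IJs the *argk* transcripts DN2056_c0_g2_i2 and DN2980_c0_g1_i5 had log2 ratios to *in vivo* of -1.99 (-2.37 to -1.63) and -0.85 (-1.27 to -0.45), while *arg* DN5767_c0_g1_i1 had 0.41 (-0.28 to 1.09), on the side of the results. Under library totals these were -1.35, -0.21 and 1.04. The *argk* transcript DN2056_c0_g1_i1 had -0.11 (-0.21 to -0.01) in colonized IJs, and 0.53 under library totals, nearer to the results. In aposymbiotic IJs *arg* had -0.84, which is 0.11 under library totals, and the *argk* transcripts had -2.92, -1.93 and -0.96 (DN2056_c0_g1_i1), the last with an interval of -0.08 to 0.08 under library totals.

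For *S. carpocapsae* the paper states that *argk* is lower in aposymbiotic IJs. DN31146_c0_g1_i1 had 0.07 (-0.06 to 0.19), and 0.29 under library totals, while DN2529_c4_g1_i1 and DN2529_c3_g1_i1 had -0.72 and -0.81, as the paper states.

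The paper proposes that *prodh* is lower mainly in aposymbiotic IJs of both species. The *S. puntauvense* transcript DN1718_c1_g1_i1 rose, with 1.81 (1.69 to 1.94) in aposymbiotic and 1.25 (1.09 to 1.41) in colonized IJs, while DN5066_c0_g1_i2 of this species had -1.26 (-0.31 under library totals) and DN532_c0_g2_i1 of *S. carpocapsae* -0.78 in aposymbiotic IJs.

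The paper chose its housekeeping transcripts with a set minimum of mapped reads over the samples. The α-tubulin transcript that Table S2 gives for *S. carpocapsae*, DN3951_c0_g1_i1, had 2 reads over the 3 libraries, while actin, MCM and SYF2 of this species passed the minimum.

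In Table S6 the block of edgeR log2 values headed as *in vivo* against colonized equals the authors' deposited edgeR table for aposymbiotic IJs within 0.01 for 77 of 77 transcripts, and the block headed aposymbiotic equals the authors' deposited edgeR table for colonized IJs for 66 of 66.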

Other observations

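Chosen only after the results were seen were the test of transcripts listed at 0 and the test of the correlation with at least 100 reads. The other tests in this part were planned.

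Both comparisons with *in vivo* IJs use 1 *in vivo* library, so its chance values alone make them move together. In *S. carpocapsae* the correlation across transcripts was 0.109, and 100 simulated sets of unchanged libraries gave a mean of 0.637. The simulated libraries hold no changes, while 36.2% of the transcripts differed at least 2-fold between the aposymbiotic and *in vivo* libraries. Changes in 1 *in vitro* library alone lower the correlation, so the simulation cannot tell whether chance values account for the 0.109. In *S. puntauvense* the correlation was 0.444 and the simulated mean 0.359 (0.328 to 0.386), so over all these transcripts shared chance values do not account for all of it. For transcripts with at least 100 reads it was 0.441, just above the simulated range of 0.365 to 0.440 around a mean of 0.397. Recounting gave 0.418 to 0.442, but it adds counting error a 2nd time, so this is not an interval around the observed value. Because the simulated libraries hold no changes, how much of the correlation chance values of the shared library give cannot be told. A like response of both *in vitro* libraries in this species may contribute, and so may any peculiarity of the *in vivo* library beyond counting. Neither was tested.

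Under library totals the *S. puntauvense* comparisons with *in vivo* IJs lean to higher transcripts, 87.2% of the 2-fold differences in aposymbiotic IJs against 43.1% with TMM factors. A candidate explanation is that a few very abundant transcripts take much of the *in vivo* library. With the 10 most abundant transcripts of each library (18 in all) left out of the totals, the share was 55.5%. This is most of the way to the share with TMM factors but above it, so these transcripts are not the whole cause. For colonized IJs the share was 44.8% without them, against 81.9% with them and 39.7% with TMM factors. An increase in total RNA of other transcripts in IJs reared *in vitro* was not tested.

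Of the transcripts with at least 10000 reads in 1 library of a comparison with *in vivo* IJs, 3 were listed at exactly 0 in the other library: DN0_c0_g2_i1 of *S. carpocapsae*, and DN104_c0_g2_i1 and DN104_c0_g1_i2 of *S. puntauvense*. A candidate explanation is estimates skipped for loci with too many fragments. Of the 3, the authors' deposited edgeR table lists 2 that the authors' deposited cuffdiff table does not. Among other transcripts as abundant that differ at least 8-fold this held for 7 of 22. With 3 transcripts the skipped estimates and a true absence cannot be told apart.

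Within each species, libraries with such a 0 also list a smaller share of their input, and the missing reads of these transcripts are a candidate explanation. The transcripts were put back at the share they have where they are listed. In *S. puntauvense* this was the mean of their *in vivo* and aposymbiotic shares. The largest gap in listed share was then a ratio of 2.54, from 3.79, so at this mean the missing transcripts do not close it. Their reads differ widely between these libraries, with 695132 *in vivo* and 48256 in aposymbiotic IJs for DN104_c0_g2_i1, and the *in vivo* share alone was not tried. No biological explanation was tested for the listed share.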
